# Transcriptomic Analysis Identifies Candidate Genes for Differential Expression during *Xenopus laevis* Inner Ear Development

**DOI:** 10.1101/2023.12.29.573599

**Published:** 2024-01-01

**Authors:** Selene M. Virk, Casilda Trujillo-Provencio, Elba E. Serrano

## Abstract

**Background:**

The genes involved in inner ear development and maintenance of the adult organ have yet to be fully characterized. Previous genetic analysis has emphasized the early development that gives rise to the otic vesicle. This study aimed to bridge the knowledge gap and identify candidate genes that are expressed as the auditory and vestibular sensory organs continue to grow and develop until the systems reach postmetamorphic maturity.

**Methods:**

*Affymetrix* microarrays were used to assess inner ear transcriptome profiles from three *Xenopus laevis* developmental ages where all eight endorgans comprise mechanosensory hair cells: larval stages 50 and 56, and the post-metamorphic juvenile. Pairwise comparisons were made between the three developmental stages and the resulting differentially expressed *X*. *laevis* Probe Set IDs (Xl-PSIDs) were assigned to four groups based on differential expression patterns. DAVID analysis was undertaken to impart functional annotation to the differentially regulated Xl-PSIDs.

**Results:**

Analysis identified 1510 candidate genes for differential gene expression in one or more pairwise comparison. Annotated genes not previously associated with inner ear development emerged from this analysis, as well as annotated genes with established inner ear function, such as *oncomodulin*, *neurod1*, and *sp7*. Notably, 36% of differentially expressed Xl-PSIDs were unannotated.

**Conclusions.:**

Results draw attention to the complex gene regulatory patterns that characterize *Xenopus* inner ear development, and underscore the need for improved annotation of the *X. laevis* genome. Outcomes can be utilized to select candidate inner ear genes for functional analysis, and to promote *Xenopus* as a model organism for biomedical studies of hearing and balance.

## Introduction

The coordinated activity of multiple genes underlies many complex biological processes including organ development, cell differentiation, and the onset and persistence of diseases. High-throughput methods, such as microarrays and RNA-Seq, can quantify the expression levels of thousands of transcripts simultaneously, permitting a system-level analysis of transcriptomes. The use of global profiling technologies enables the discovery of expression profiles that correlate with biological processes, which can result in the generation of hypotheses regarding the genes involved in the maintenance of the phenotype in question (McDermott et al. 2007; Friis et al. 2011; Darville and Sokolowski, 2013; Gu et al., 2016; Baxi et al, 2023; Tisi et al, 2023).

The inner ear is an example of an intricate organ system whose development requires the controlled expression of manifold genes, many of which have yet to be fully defined (Alsina et al, 2009; Wu et al., 2012; Mackowetzky et al., 2021). The inner ear’s role as a sensory receptor for mechanical forces imparts its vital function as an organ essential for vertebrate survival and reproduction. The start of the current millennium ushered in the genomics era and subsequently, various genes that are essential for inner ear development and function have emerged. For example, evidence suggests that a number of transcription factors such as *DLX5*, *SIX1*, and *GATA2* are associated with hearing loss and/or vestibular dysfunction and many Online Mendelian Inheritance in Man^®^ genes have been linked to deafness and vestibular disorders (Merlo et al., 2002; Zheng et al., 2003; Haugas et al., 2010; Ramirez-Gordillo et al. . 2015; Taiber et al, 2022). However, in comparison with other organ systems such as the eye, heart, and kidney, far less is known about the inner ear’s developmental transcriptome, and the control of genetic networks that typify inner ear development (Giraldez and Fritzsch, 2007; Broto et al., 2021; Mackowetzky et al, 2021). Investigations that seek to understand how the expression profiles of functionally relevant genes change during inner ear development and maturation, are necessitated by the pressing need to develop therapeutic interventions for disorders of hearing and balance that affect almost half a billion humans (Agrawal et al., 2009; Eshraghi et al., 2013; Lustig and Akil, 2019; Tabier et al., 2022). It is anticipated that transcriptomic profiling will uncover crucial inner ear genes whose function is relevant for prevention or repair of malfunctioning auditory and vestibular systems, as well as for *in vitro* studies of inner ear organs in stem cell derived systems (Koehler and Hashino, 2014; Lee and Waldhaus, 2022).

The inner ear’s unique role, sequestered location within the temporal bone, and relatively minute size make studies with human tissue impractical. Consequently, investigators who study hearing and balance rely on a spectrum of animal models and advocate for the advantages of their particular organism as a model for investigating inner ear structure and function (Giraldez and Fritzsch, 2007; Mackowetzky et al, 2021; Lee and Waldhaus, 2022). Common justifications for species selection include the organism’s relevance as a mammalian model (rodents, cats, primates), its regenerative potential (fish, amphibians, birds), or its suitability for transgenesis (*Danio Rerio*, *Xenopus*, *Mus musculus*). In fact, foundational understanding of the physiological role of the inner ear’s mechanoreceptor hair cells was pioneered in non- mammalian models through seminal biophysical investigations of amphibian and turtle hair cells (Hudspeth et al., 1977; Ricci et al., 2002; Kozlov et al. 2007).

Research presented here implements the amphibian, *Xenopus*, for developmental investigations of inner ear transcriptomics using microarray approaches. A popular and important genus for studies of embryogenesis (Gurdon, 2014; Kostiuk and Khoka, 2021), *Xenopus* has been relatively underutilized for studies of organogenesis, neural systems, or aging, especially in comparison with zebrafish, an organism that is evolutionarily far more distant from humans than amphibians (Nakatani et al., 2007;). With two sequenced genomes (*X. laevis* and *X. tropicalis*), Resource Centers that can produce and stock transgenic animals (Vize and Zorn, 2017; Horb et al, 2019) and documented neuroregenerative potential (Burns et al., 2013; Phipps et al., 2020), *Xenopus* is poised to contribute to genomic investigations of neural and sensory processes (Nenni et al., 2019; Exner and Willsey, 2021). Previous transcriptomics studies featuring *Xenopus* have profiled multiple organs and developmental stages, but few have focused on the inner ear and its development (Baldessari et al., 2005; Powers et al., 2012; Langlois and Martyniuk 2013). The paucity of global profiling studies that feature the inner ear represents a missedopportunityto identify new genes for inner ear and organ function. Technologies that measure transcript abundance across multiple genes also afford the opportunity to discover groups of genes with synchronized changes in expression. Identification of such genes has the potential to uncover previously unknown functional relationships.

We implemented a microarray approach for analysis of the *Xenopus* inner ear transcriptome at three developmental ages that represent anatomically distinct stages of inner ear organ formation: *s50*-s52 (*s50*), *s56*-s58 (*s56*), and juvenile (aged 3 months). Larval age *s50* represents the youngest developmental age when all auditory and vestibular end organs have been anatomically characterized as fully formed (*s50*) (Bever et al., 2003; Quick et al., 2005). The *s56* age was selected as an intermediate larval age during which the inner ear undergoes an expansive growth period as evidenced by both the development of new hair cells and innervation by the eight cranial nerve (Díaz et al., 1995; Lopez-Anaya et al., 1997; Bever et al., 2003). Finally, the juvenile age was selected to identify alterations in gene expression related to the structural and functional changes that occur after metamorphosis, when *Xenopus* enters reproductive age. For example, although animal size increases after metamorphosis, very few hair cells are added to the sensory field and the 8^th^ nerve undergoes extensive myelination as compared with larval ages (Diaz et al, 1995; Lopez-Anaya et al., 1997).

Differential expression analysis of pairwise comparisons between developmental stages enabled identification of transcripts with the most variable expression levels between ages, as well as those that were predominantly expressed during a single age. The genes identified from the pairwise comparisons were subjected to functional annotation clustering using the Database for Annotation, Visualization and Integrated Discovery (DAVID); transcripts upregulated in the juvenile in comparison to the two larval stages were categorized as the cohort with the greatest enrichment score. The analysis presented here emphasized identifying the genes with the greatest expression changes to produce a robust data set that expands the characterization of three distinct developmental stages of the *Xenopus* inner ear. Research outcomes enhance the annotation of the *Xenopus* genome, and offer a resource that can be used by the inner ear development community to generate hypotheses about sensory organ formation, as well as for investigators interested in drug discovery (Wheeler and Liu, 2012; Liu and Yang, 2022;Cousins, 2022), and the use of stem cells for investigations of inner ear organ systems (Zhang and Hu, 2012; Roccio, 2021).

## Results

### Evaluation of replicate data for technical consistency of sample and array methods

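Inner ears from 3 pools of *X. laevis* larvae of stages 50 to 52 were used for the *s50* arrays, which are named s50_1, s50_2 and s50_3 here. The pools held 15, 38 and 24 animals, and labelling started from 1, 1 and 0.7 µg of total RNA. Each pool was hybridized to an array of its own. The authors deposited a log2 intensity made with GCRMA for each of 32635 Xl-PSIDs on each array, and 96 of these are control probe sets. Whether GCRMA was run on these arrays alone or together with those of the other stages is not given in the sources used here. The *s56* and juvenile arrays were not analysed here, so no fold change between stages was computed, and values beside a comparison give its *s50* side only. An Xl-PSID is called detected where its mean over the 3 arrays was at least 4, the average intensity that the methods ask of an upregulated Xl-PSID. Detection of the Xl-PSIDs that the tables list as higher in *s50* therefore follows from the paper's filter. Values are means ± SD over the 3 pools on the log2 scale, and the number of arrays limits their precision. In the platform's annotation, 15505 Xl-PSIDs had 1 gene symbol, 279 had several and 16851 had none. The paper's tables and the deposited data write different prefixes before the number of an Xl-PSID, so they were joined on the rest of the ID. The Xl-PSIDs of the paper's tables keep the paper's symbols here, also where the current annotation gives another. Intensities of different Xl-PSIDs depend on their probes too, so a brighter Xl-PSID need not mean a more abundant transcript. The 18 gene lists were fixed before the data were examined, and a gene in a list was represented by its Xl-PSID with the highest mean.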

Raw, log_2_ transformed, data for each of the three developmental stages and the associated replicates are shown in the boxplots in Fig. 1A. Visual inspection of boxplots prior to preprocessing showed similar medians in stage replicates, with the *s56* replicates appearing the least variable. In order to achieve the broadest intensity distribution, raw array data were preprocessed using GCRMA. 

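Transcripts for ribosomal proteins were the brightest named Xl-PSIDs on the *s50* arrays after preprocessing. The intensity of *rps3a*, a protein of the small ribosomal subunit, was 15.77 ± 0.05, and that of *rpl32*, a protein of the large subunit, was 15.59 ± 0.06. A list of ubiquitous genes that includes the ribosomal gene *rpl8* (15.23 ± 0.08) and *eef2.1*, an elongation factor of translation (15.06 ± 0.05), had all of its 20 measured members detected, with a median of 14.59. The median of all Xl-PSIDs was 7.53 on s50_1, 7.52 on s50_2 and 7.45 on s50_3. The highest and lowest of these medians differed by 0.087, and the third quartiles differed by 0.031. Raw intensities were not analysed here.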

Preprocessing resulted in normalized data with reduced variability in comparison to raw data (Fig. 1B). 

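The 10 named Xl-PSIDs with the largest SD over the *s50* replicates included those of *nfyb*, *smad1*, *fzd7* and *btbd17*. The intensity of *nfyb*, a subunit of the transcription factor NF-Y, was 11.96 on s50_1, 11.38 on s50_2 and 3.95 on s50_3. That of *smad1*, which transmits bone morphogenetic protein signals, was 10.65, 9.36 and 2.55 in the same order. The Wnt receptor gene *fzd7* had 11.87, 10.10 and 3.93, and *btbd17* had 9.17 on s50_1 but 1.96 and 1.94 on the other arrays. Across all Xl-PSIDs, Pearson's r was 0.979 between s50_1 and s50_2, 0.956 between s50_1 and s50_3 and 0.975 between s50_2 and s50_3. These coefficients match those printed for the *s50* pairs in Fig. 1C. They run across Xl-PSIDs, which are not independent replicates, so no p-value is given.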

Examination of scatter plots of all samples plotted against one another (Fig. 1C), showed the greatest correlation to be between replicate samples and the least between different developmental stages, with the exception of the *s50* replicates. Histograms of all developmental stages were also constructed. The histograms displayed similar intensity distributions with the greatest intensity peak at the lowest observed intensity level (Fig. 1C), demonstrating the sensitivity of the GCRMA method to low intensity levels in comparison to other preprocessing methods such as RMA (Wu et al., 2004). It was concluded that the stringent surgical procedures and RNA isolation methods utilized in this study (Trujillo-Provencio et al., 2009) enhanced reproducibility and minimized technical experimental variation, based on (1) the similarities observed in both the replicate raw and preprocessed data, and (2) the lower observed variability between replicates than between developmental stages.

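Several regulatory genes lay at the lowest intensities on the *s50* arrays. The neuronal transcription factor gene *pou4f1* had 1.89 ± 0.01, *egr2*, a regulator of myelination, had 1.92 ± 0.01, and *foxi1*, a regulator of ion-transporting cells, had 2.03 ± 0.15. The 15 control probe sets for transcripts of *Bacillus subtilis*, which larval RNA should not contain, lay between 1.84 and 2.05. On s50_1, 16.8% of Xl-PSIDs fell between 1 and 2, and 14.8% fell between 2 and 3. The share of Xl-PSIDs below 4 was 35.2% on s50_1, 35.8% on s50_2 and 35.6% on s50_3. Values near this floor have no order among themselves.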

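Among the 18 gene lists, skeletal muscle had the largest median difference of detected members on a single *s50* array. By the SD of the list median, which includes members not detected, 5 lists exceeded muscle (0.80), with ion transport highest (1.31). All 22 detected muscle genes lay below their own mean on s50_1, with a median difference of -0.74, while the medians on s50_2 and s50_3 were 0.41 and 0.41. Among the brightest muscle genes, the creatine kinase gene *ckm* had 13.90 ± 0.64 and the fast myosin light chain gene *mylpf* had 13.70 ± 0.41. The regulators of muscle fate *myod1* (2.02 ± 0.04) and *myf5* (2.01 ± 0.03) were not detected. The median of the 32 measured muscle genes was 8.69, at percentile 10.9 of random lists. Genes of epidermis and skin glands were lower on s50_1 as well (-0.39, with 10 of 13 below their mean, percentile 3.39 of matched lists) but did not pass the adjusted threshold of 0.05, nor did melanocyte genes (-0.29). The median of the cell cycle genes was higher there (0.35), although 15 of 43 were below their mean. No random list of the same size and intensity, of 10000 drawn, had a median as low as that of the muscle genes on s50_1. Without s50_1, the medians on s50_2 and s50_3 were -0.070 and 0.070. Of the detected Xl-PSIDs, 5614 (26.5%) differed by at least 1.5 between their highest and lowest array, and the median SD was 0.48. The number at least 1.5 below the mean of the other arrays was 1036 on s50_1, 584 on s50_2 and 1947 on s50_3, and the number at least 1.5 above it was 1683, 431 and 1036. The share with a range of at least 1.5 fell by level, from 54.9% at means of 4 to 6 to 3.74% at means of 12 to 16. From the similarity of replicates before and after preprocessing, and from lower variability between replicates than between stages, the paper concludes that its surgery and RNA isolation minimized technical variation.

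**Figure D1:**
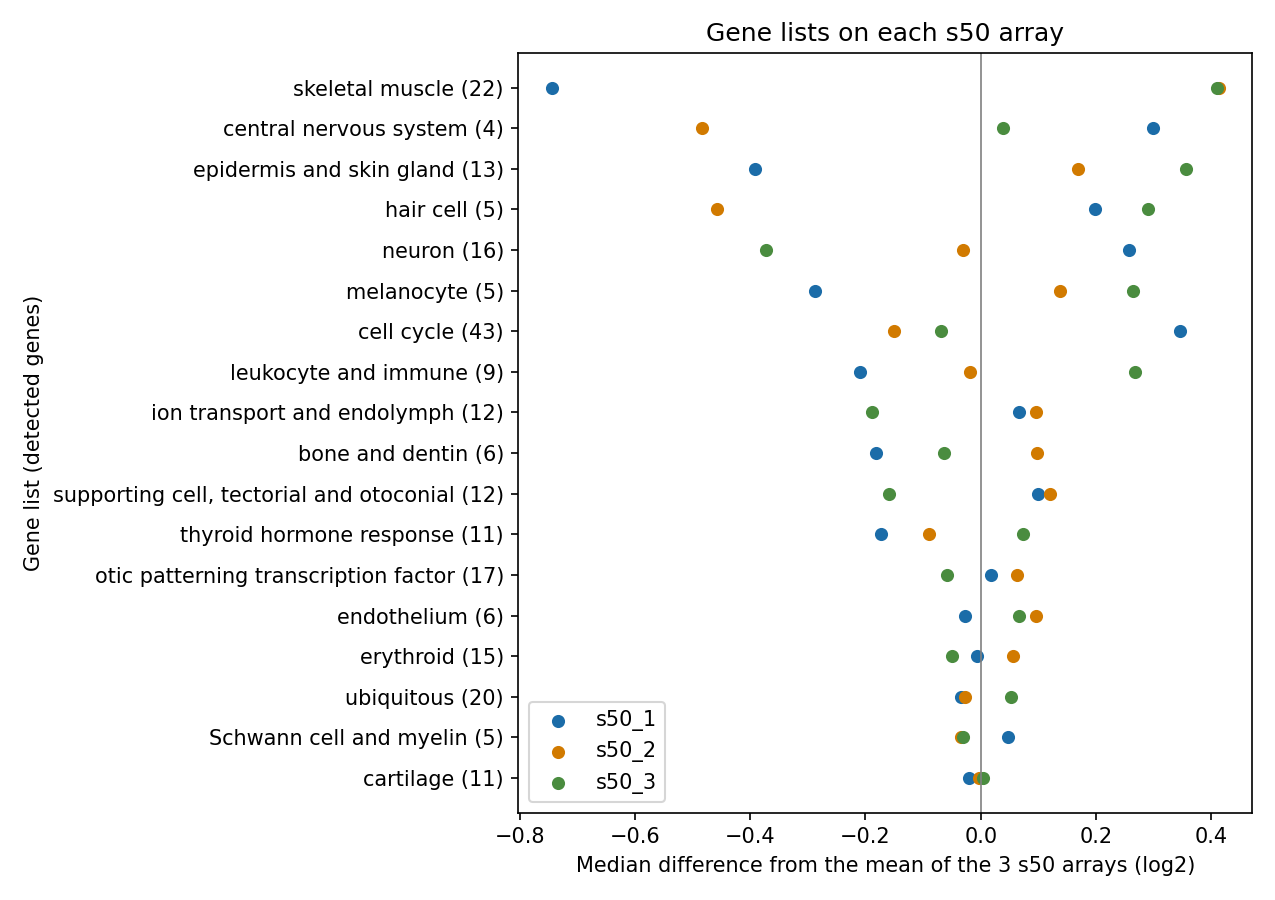
Median difference of each gene list from the mean of the 3 *s50* arrays (log2, horizontal axis), with a point per array and the number of detected genes in brackets. Muscle genes sit at -0.74 on s50_1 and at 0.41 on both other arrays.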

### Differential expression analysis identified 1510 differentially expressed Xl-PSIDs (DEX) that were assigned to seven differential expression categories

The objective of this study was to determine gene expression changes during inner ear development using *Xenopus laevis* as a model. To achieve this objective, pairwise comparisons between the three developmental stages were made using the convention that a positive fold change specifies greater expression in the older stage. Data that met the filter criteria (q-value ≤ 0.01; fold change ≥ 1.5) were used for analysis. The filter criteria were implemented to focus on differences with a greater likelihood of biological significance, but to also include changes between genes that may be represented at low abundance such as transcription factors.

Volcano plots of the comparisons are shown in Fig. 2 A–C, with the dotted line crossing the x-axis at the significance level of q-value ≤ 0.01. The stages analyzed in this study included two different larval stages (*s50* and *s56*) and the metamorphosed juvenile (*Juv*). The fewest differentially expressed Xl-PSIDs (DEX) were found in the pairwise comparison featuring the two larval stages (Fig. 2A). The proportion of significant Xl-PSIDs increased in the *Juv-s56* comparison (Fig. 2B) and, finally in the *Juv-s50* plots (Fig. 2C), more data points were significant than in any other comparison. The heatmap shown in Fig. 3A displays hierarchical clustering and expression differences between all samples after filtering by statistical significance and fold change. In the heatmap, all replicates clustered by stage and the two larval stages clustered together.

The resulting DEX could be assigned to seven categories based on their expression pattern (Fig. 3B). The division into the seven differential expression categories served as the overall focal point of the downstream analysis. The most populated categories comprised Xl-PSIDs that were differentially expressed in one (Group A) or two (Group B) pairwise comparisons, these two groups accounted for 98% of the DEX. The least populated category (Group C) encompassed Xl-PSIDs differentially expressed between all three stages, with 2% of the DEX total.

### Characteristics of Xl-PSIDs differentially expressed in a single pairwise comparison (Group A)

The greatest number of Xl-PSIDs in Group A were noted in the *Juv-s50* category, followed by the *Juv-s56* and *s56-s50* comparisons (Fig. 3B). In Group A, 34–38% of Xl-PSIDs differentially expressed in a single comparison were unannotated. The majority (61%) of the 159 DEX in the *s56-s50* comparison were upregulated in *s50* (*UP_s50*) and the observed fold changes ranged from −4.6 to 6.4 (Fig. 4A, Table 1). 

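Among the Xl-PSIDs of Table 1 that are higher in *s50* than in *s56*, *atp6v1g3*, a subunit of the vacuolar proton pump, had an *s50* intensity of 7.46 ± 1.19. The lectin gene *LOC398308* had 8.48 ± 1.11, and *tmod4*, which caps actin filaments in muscle, had 8.23 ± 1.13. On s50_1 these genes had 6.55, 7.20 and 6.92, the lowest of the replicates for each. The thyroid hormone deiodinase gene *dio1* had 8.57 ± 0.68. All 15 Xl-PSIDs of this group were detected, and 12 of them had their lowest value on s50_1. For the other tables, among Xl-PSIDs higher in *s50*, that number was 8 of 15 in each of Tables 3, 5 and 6. It was 7 of 15 in Table 7 and 3 of 9 in Table 8. Among Xl-PSIDs lower in *s50* it was 4 of 15 in Table 1, 14 of 15 in Table 3 and 13 of 15 in Table 5. On that side it was 11 of 15 in Table 6, 15 of 15 in Table 7 and 8 of 12 in Table 8. Part of the Xl-PSIDs on that side were not detected.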

Among the most upregulated Xl-PSIDs in this comparison, two were unannotated and three were annotated with the following gene symbols: *atp6v1g3*, *LOC398308* (lectin type 2), and *tmod4*. Two Xl-PSIDs among the top expressed in *s56* also lacked annotation. The remaining four from the top *UP_s56* Xl-PSIDs corresponded to the gene symbols: *cldn1*, *slc25a13*, *klf9-b*, and *hhip*. The Xl-PSID annotated as *cldn1* (claudin 1), with a fold change of 4.9, was the Xl-PSID with the second highest fold change in this group (the highest fold change was for an Xl-PSID that was not annotated). 

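Before *s56*, the tight junction gene *cldn1* was already detected in the *s50* inner ear at 7.69 ± 1.37, with 7.92, 8.93 and 6.22 on the replicates. The mitochondrial carrier gene *slc25a13* lay close to the detection threshold at 4.72 ± 1.50. The transcription factor gene *klf9-b* (2.65 ± 0.76) and the hedgehog inhibitor gene *hhip* (3.11 ± 0.61) were not detected. The protease gene *fap* had 6.91 ± 1.16 and the methyltransferase gene *bhmt* had 10.01 ± 0.47. Of the 15 Xl-PSIDs of Table 1 that are lower in *s50*, 8 were detected. Of these 15, 3 were below 4 on every array.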

The hedgehog interacting protein (*hhip*) is an inhibitor of hedgehog signaling, which is involved in anterioposterior patterning in *Xenopus* (Waldman et al., 2007).

In the *Juv-s56* comparison, in contrast to the *s56-s50* comparison, greater upregulation (67%) was seen in the more mature developmental stage (Fig 4B). This comparison contained the second greatest count of DEX seen in this study and the fold change range was greater than in *s56-s50*, ranging from −10.7 to 9.6 (Table 2). The two Xl-PSIDs *UP_*56 with the greatest fold changes (−10.7 and −8) were annotated as mediator complex subunit 22 (*med22*) and major histocompatibility complex, class I, A (*hla-a*). The Xl-PSID annotated as deiodinase, iodothyronine, type 2 (*dio2*) had the fourth highest fold change of −5.8 and is involved in cochlea development in mice by way of local regulation of thyroid hormone (Campos-Barros et al., 2000). The Xl-PSID *UP_Juv* with the greatest fold change was identified as calpastatin-like (*calp1*), which is an inhibitor of a family of calcium activated proteases known as the calpains, which are involved in apoptotic processes (Rojas et al., 1999).

In contrast to both the *s56-s50* and *Juv-s56* comparisons, the *Juv-s50* comparison had a similar proportion of upregulated Xl-PSIDs between the older (54%) and younger ages (Fig 4C). In this comparison, the Xl-PSID fold-changes ranged from −9.8 to 11.9 (Table 3). The Xl-PSID most upregulated in *s50* was annotated as *pavlb.2* and the second most upregulated was oncomodulin (*ocm.2*), with a fold change of −9.1. 

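Among the Xl-PSIDs of Table 3 that are higher in *s50*, the parvalbumin gene *pvalb.2* had an *s50* intensity of 12.11 ± 0.70 and *ocm.2* had 11.28 ± 0.52. Fast muscle myosin *myh1* had 14.16 ± 0.54, 13.28 ± 0.92 and 12.98 ± 1.05 on its Xl-PSIDs, and *mybph*, a protein of the myosin filament, had 11.65 ± 1.34. On s50_1 *mybph* had 10.11, against 12.31 and 12.54 on the other arrays, and cardiac actin *actc1* had 10.07, against 11.50 and 11.64. All 15 Xl-PSIDs of this group were detected. The parvalbumin and oncomodulin genes, like the myosins, form families whose members may share probes, so the level of a single member is uncertain.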

Oncomodulin, also known as parvalbumin-β, is a member of the parvalbumin family of calcium binding proteins that are expressed in the mammalian cochlea and differentiates outer from inner hair cells (Sakaguchi et al., 1998). The expression level of oncomodulin decreases as development progresses in the rat inner ear (Yang et al., 2004), which was also observed in this analysis. One of the *UP_s50* Xl-PSIDs was transcription factor *neurod1-b*, with fold change of −6.6. 

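The Xl-PSID for *neurod1-b*, a regulator of neuronal differentiation, had an *s50* intensity of 11.66 ± 0.92, with 12.60, 11.63 and 10.76 on the replicates. Other neuronal genes were bright as well, among them the transcription factor gene *isl1* (13.88 ± 0.52), the synuclein gene *sncg* (13.20 ± 0.46) and *snap25*, which acts in synaptic vesicle release (12.91 ± 0.68). Of 18 measured neuronal genes, 16 were detected, and *elavl3* (3.79 ± 1.80) was not. Their median of 11.33 was at percentile 98.8 of random lists of the same size, and it was 9.40 with the mean of a gene's Xl-PSIDs. Their median difference was 0.26 on s50_1 (percentile 99.7 of matched lists) and -0.37 on s50_3 (percentile 0.27). Both passed an adjusted threshold of 0.05 against lists matched on level, and neither did against lists that were not matched. Without s50_1 the difference on s50_3 was -0.20 and did not pass.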

The transcription factor neurogenic differentiation 1 (*neurod1*) is an important factor in the development of both the cochlea and the vestibular apparatus (Liu et al., 2000) and it represses the transformation of neuronal sensory cells into hair cells (Jahan et al., 2010). 

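On the *s50* arrays the hemoglobin Xl-PSID *hbg2-a* was not detected, at 2.22 ± 0.22. The *hbg1* Xl-PSID varied widely, with 2.50 on s50_1, 7.87 on s50_2 and 4.26 on s50_3, a mean of 4.88 ± 2.74. Other genes listed in Table 3 as lower in *s50* were well above the floor, including the complement gene *c7* (9.08 ± 0.95 and 9.59 ± 0.95 on its Xl-PSIDs) and the lipoprotein gene *apoe* (7.34 ± 1.54). The mineralization inhibitor gene *mgp* had 4.18 ± 1.68. Of the 15 Xl-PSIDs of this group, 11 were detected, and 12 had a range of at least 1.5 between replicates. The lowest value was on s50_1 for 14 of them, where the order of replicates carries little information for those near the floor. Hemoglobin genes are similar in sequence, so probes may be shared between them.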

The most upregulated Xl-PSIDs in the juvenile stage in this comparison were the hemoglobins *hbg2-a* and *hbg1*, with fold changes of 11.9 and 10.3 respectively.

### Analysis of Xl-PSIDs differentially expressed in two comparisons facilitated a “stage_centric” view of differential expression (Group B)

Xl-PSIDs that were differentially expressed in two comparisons (Group B) were termed *stage_centric*. Using the *s50* age as an example, the set of Xl-PSIDs differentially expressed when *s50* was compared to both *s56* and juvenile would represent the group of *s50_centric* Xl-PSIDs.

Analysis of DEX in *s56-s50* ∩ *Juv-s50* (*s50_centric*) provided information regarding differentially regulated genes in *s50* relative to a more developed larval stage and the completely metamorphosed juvenile. Genes that are *UP_s50* in this context could represent a cohort with decreasing expression during development. Most (55%) of the Xl-PSIDs in this category were upregulated in *s50* (Table 4). There were 215 DEX in *Juv-s50* ∩ *s56-s50*, 36% of which did not have a gene annotation. The Xl-PSID with the greatest upregulation in *s50* was annotated as dentin sialophosphoprotein (*dspp*), with fold changes of −8.9 (*Juv-s50*) and −6.3 (*s56-s50*) [Table 5]. 

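The Xl-PSID that the paper annotates as *dspp*, a protein of the dentin matrix, had an *s50* intensity of 10.90 ± 1.19, with 9.53, 11.66 and 11.50 on the replicates. Others on the same side of Table 5 were *neb*, a giant protein of muscle thin filaments (9.29 ± 1.36), the hemoglobin gene that the paper names *hbz* and the current annotation *hba-l5* (11.30 ± 0.59), the uromodulin gene *umod.2* (9.04 ± 1.26) and the troponin gene *tnni1.2* (8.03 ± 0.70). The muscle gene *neb* had 7.74 on s50_1 and 9.86 and 10.26 on the other arrays. All 15 Xl-PSIDs of this group were detected, from 8.03 to 11.30.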

Mutations in *dspp* have been implicated in dentinogenesis imperfect, which can present with an autosomal dominant form of hearing loss (Xiao et al., 2001). Also among the most upregulated *s50* Xl-PSIDs were several genes with functional roles in cellular structure, two of which were the keratin genes *krt.5.6* and *krt14*, both with log_2_ fold changes of −8. 

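The Xl-PSIDs annotated as *krt5.6* and *krt14*, keratins that form intermediate filaments of epithelia, had *s50* intensities of 10.03 ± 0.26 and 10.12 ± 0.53, and *krt5.3* had 10.94 ± 0.38. Of 22 measured genes of a list for epidermis and skin glands, 13 were detected, led by *krt19* (14.83 ± 0.23), the desmosomal gene *perp* (12.77 ± 0.23), the keratin *krt70* (12.50 ± 0.49) and *ppl* (12.11 ± 0.19). The epidermal regulators *tp63* (2.09 ± 0.05) and *grhl1* (2.06 ± 0.05) were not detected. The median of the list was 6.42, at percentile 0.81 of random lists of the same size. Keratin genes are a large family, so some of these Xl-PSIDs may measure several members.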

The annotated Xl-PSID with the greatest downregulation in *s50* was annotated as bone gamma-carboxyglutamate [gla] protein (*bglap*), with fold changes of 8.5 and 7.8, compared to juvenile and *s56*, respectively.

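The Xl-PSID for *bglap*, osteocalcin of the bone matrix, was not detected in *s50*, at 2.27 ± 0.36. Neither were the enamel matrix genes *ambn* (2.02 ± 0.03) and *amelx* (1.94 ± 0.02). Alkaline phosphatase *alpl*, which acts in mineralization, had 10.29 ± 0.63. Of 10 measured genes of bone and dentin, 6 were detected, with a median of 5.32 at percentile 2.73 of random lists. The paper lists *bglap*, *mgp*, *smpd3* and, by another Xl-PSID, *sp7* as lower in *s50* from these same arrays. The percentile is therefore not independent of the paper's calls. Among the 15 Xl-PSIDs of Table 5 that are lower in *s50*, 6 were detected, including *thbs4* (4.94 ± 1.05) and *krt5.2* (5.44 ± 2.38), and 7 were below 4 on every array. Of the 15, 13 had their lowest value on s50_1. Near the floor the order of replicates carries little information, since the *B. subtilis* controls were all lowest on s50_1 too. This does not cover larger differences, and 7 of the 15 had a range of at least 1.5 between replicates. Among these, *krt5.2* had 2.78, 6.19 and 7.35 on s50_1, s50_2 and s50_3. Not all of them were lowest on s50_1, as *nnmt* had 4.01, 6.50 and 3.73.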

Xl-PSIDs that were differentially expressed in *s56*-*s50* ∩ *Juv*-*s56* comparisons (*s56_centric*) comprised the lowest count of DEX in Group B comparisons with a total of 98 (Fig. 3B), 49% of which were upregulated in *s56*. The *s56_centric* cohort of genes may represent differentially expressed genes whose expression peaks as metamorphosis approaches, and then decrease after its completion. This gene set could include genes with a role in preparing the inner ear for metamorphosis. In addition, the percentage of Xl-PSIDs without annotation was greater in this category than in *s56_centric* at 40%. Two of the top 15 Xl-PSIDs upregulated in *s56* were transcription factors (Table 6). The transcription factor annotated as specificity protein transcription factor (*sp7*) was among the most upregulated in *s56* with fold changes of –5.6 (*Juv*-*s56*) and 7.8 (*s56*-*s50*). 

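On the *s50* arrays, the Xl-PSID listed for *sp7*, a transcription factor of bone-forming cells, was not detected, at 2.55 ± 0.24. The sphingomyelinase gene *smpd3*, which is needed for normal bone mineralization, was detected at 6.47 ± 1.03, and *pi15* at 5.37 ± 0.93. The collagen chaperone gene *serpinh1* was not detected with its Xl-PSID of Table 6 (3.40 ± 0.85), nor was the folate receptor gene *folr4* (2.01 ± 0.04). Of the 15 Xl-PSIDs of Table 6 that are lower in *s50* than in *s56*, 5 were detected and 7 were below 4 on every array.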

A genetic mutation in *sp7* has been linked to osteogenesis imperfecta (Lapunzina et al., 2010). 

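The Xl-PSID for *dlx3-b*, a homeobox gene of the ear and epidermis, lay near the detection threshold in *s50*, at 4.56 ± 0.67, with 3.81, 5.11 and 4.75 on the replicates.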

The other transcription factor in this category was the Xl-PSID annotated as distal-less homeobox 3 (*dlx3-b*), which was one of the lower expressed of the top 15 with fold changes of –4 (*Juv-s56*) and 3.2 (*s56-s50*). The three Xl-PSIDs with the greatest downregulation in *s56* were unannotated. The most downregulated annotated Xl-PSID was calcium binding and coiled-coil domain 1 (*calcoco1*) with fold changes of 4.9 (*Juv*-*s56*) and –3.4 (*s56-s50*). 

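The coactivator gene *calcoco1-b* had an *s50* intensity of 5.69 ± 0.35 with its Xl-PSID of Table 6. Other genes on this side of the table were *acaa2*, an enzyme of fatty acid oxidation (9.56 ± 0.45), *fntb*, a subunit of protein farnesyltransferase (8.97 ± 0.98), *clip3* (8.90 ± 0.23) and *pof1b* (8.56 ± 0.13). All 15 Xl-PSIDs of Table 6 that are higher in *s50* than in *s56* were detected, with a median SD of 0.39.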

The *calcoco1* gene is considered a positive regulator of transcription and has been shown to be expressed in multiple tissues including the brain and kidney (Kim et al., 2003).

The *juvenile centric* Xl-PSIDs, as shown in the Venn diagram in Fig. 3B, represented the most populated category with 432 Xl-PSIDs. This category had the fewest unannotated Xl-PSIDs at 33%, and 48% of the Xl-PSIDs were upregulated in the juvenile (Table 4). The two most upregulated Xl-PSIDs in juvenile were annotated as the same hemoglobin gene (*hba1*), with fold changes ranging from 8.7 to 11 (Table 7). 

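Neither Xl-PSID for *hba1*, an alpha-globin gene, was detected as a mean of the *s50* arrays, at 2.34 ± 0.45 and 3.04 ± 1.88. The latter had 5.20 on s50_2, but 1.83 on s50_1 and 2.08 on s50_3. Of the 15 Xl-PSIDs of Table 7 that are higher in the juvenile, 2 were detected in *s50*, the amine oxidase gene *aoc3* at 4.10 ± 1.15 and an Xl-PSID without a symbol. All 15 had their lowest value on s50_1, mostly within the floor of the arrays, where the order of replicates carries little information. The number detected was 1 without s50_2 and 0 without s50_3.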

Another Xl-PSID highly upregulated in juvenile was annotated as solute carrier family 25 [mitochondrial carrier; adenine nucleotide translocator], member 5 (*slc25a5*), with a fold change of 9 in both *Juv-s50* and *Juv-s56*.

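In *s50* the Xl-PSID for *slc25a5*, an exchanger of adenine nucleotides across the mitochondrial membrane, was at the floor of the arrays with 1.88 ± 0.02. The same was seen for *adh4*, an alcohol dehydrogenase (1.98 ± 0.03) and *rdd2* (1.90 ± 0.01). The immunoglobulin receptor gene *pigr* had 2.96 ± 0.24. With *s50* at the floor, an *s50* level gives an upper bound only.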

Hemoglobin genes were also among the Xl-PSIDs with the greatest downregulation in juvenile. Twelve of the top 15 Xl-PSIDs downregulated in juvenile were annotated, six of which were annotated as hemoglobin genes. In addition, three of the annotated Xl-PSIDs were annotated as the same hemoglobin gene (*hbg2-b*), with fold changes ranging from −9.2 to −11.1.

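The hemoglobin Xl-PSIDs that are lower in the juvenile were among the brightest in *s50*. The alpha-globins *hba3*, *hba4* and *hba2*, which carry oxygen in larval red blood cells, had 15.27 ± 0.02, 15.08 ± 0.06 and 14.73 ± 0.05. The Xl-PSIDs for *hbg2-b* had 14.74 ± 0.08, 14.55 ± 0.06 and 14.47 ± 0.08. Of 17 measured erythroid genes, 15 were detected with a median of 10.35 at percentile 80.3 of random lists (8.13 with the mean of a gene's Xl-PSIDs), among them the beta-type globin *hbd* (15.04 ± 0.06). The other genes on this side of Table 7 included *gstp1*, a glutathione transferase (10.92 ± 1.18), and *rhcg*, an ammonia transporter (9.38 ± 0.67). All 15 Xl-PSIDs were detected, with a median of 14.31, close to the ceiling of the arrays at 16.00. The globins share sequence, so their Xl-PSIDs are not independent.

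**Figure D2:**
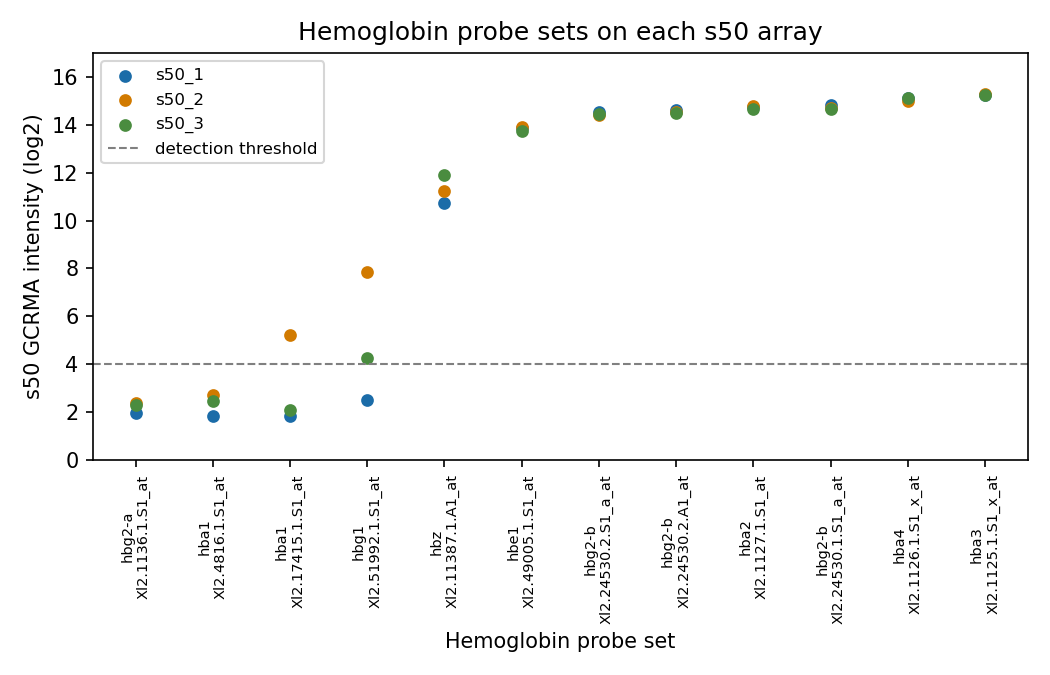
Intensity (log2, vertical axis) of each hemoglobin Xl-PSID of the tables on each *s50* array, with a point per replicate and the criterion of 4 as a dashed line. The Xl-PSIDs *hba3*, *hba4*, *hba2* and *hbg2-b* lie between 14.47 and 15.27 as means, and *hbg1* differs most between replicates.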

### Analysis of Xl-PSIDs differentially expressed in all three comparisons identified genes with changing expression profiles throughout development (Group C)

This expression category contained the fewest DEX and contained the greatest proportion of unannotated Xl-PSIDs at 55%. There were equal percentages (41%) of DEX in all three stages with expression profiles that decreased or increased during development (Fig. 4 D–F). The annotated Xl-PSIDs that decreased during development were hemoglobin, epsilon 1 (*hbe1*); keratin 5, gene 6 (*krt5.6*); keratin 12 (*krt12*); aurora kinase b (*aurkb-b*); and protein kinase, cGMP-dependent, type II (*prkg2*) [Table 8]. 

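Genes of Table 8 that decrease with age spanned a wide range of *s50* intensities. The globin gene *hbe1* had 13.84 ± 0.07, the keratins *krt12* and *krt5.6* had 13.67 ± 0.23 and 11.65 ± 0.09, and *prkg2*, a cGMP-dependent kinase, had 9.02 ± 0.30. The mitotic kinase gene *aurkb-b* was lower, at 5.99 ± 0.26. All 9 Xl-PSIDs with this pattern were detected, and none had a range of 1.5 or more between replicates.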

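In *s50* the peptidase gene *dpp4* (2.94 ± 0.58), *crhr1.2*, a receptor for the stress hormone CRH (2.50 ± 0.41), and the lectin receptor gene *cd302* (2.84 ± 0.35) were not detected. Of the 12 Xl-PSIDs of Table 8 that are lower in *s50* than in both other stages, 3 were detected and 9 were below 4 on every array.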

The cohort of annotated Xl-PSIDs with increasing expression during development included dipeptidyl-peptidase 4 (*dpp4*); Corticotropin releasing hormone receptor 1, gene 2 (*crhr1.2*); and CD302 molecule (*cd302*). The other expression pattern observed had intensity values that increased from *s50* to *s56*, then decreased from *s56* to juvenile; 18% of the Xl- PSIDs possessed this pattern and the only one with a gene annotation was the presumed transcription factor Kruppel-like factor 5 (*klf5*). 

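The Xl-PSID for *klf5*, a transcription factor of epithelia, was not detected on the *s50* arrays, at 3.13 ± 0.61, with 3.82, 2.91 and 2.66 on the replicates.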

The gene *klf5* was also among the most differentially regulated genes in Group B, but was associated with a different Xl-PSID.

### DAVID analysis produced significant clusters from Group A and Group B comparisons

The Database for Annotation, Visualization and Integrated Discovery (DAVID) is a tool that can be used to uncover enriched gene clusters from lists of Xl-PSIDs. In addition to taking a gene-by-gene approach to identify genes with potential relevance to inner ear development and/or function, the use of tools such as DAVID can permit global analysis of many genes with similar characteristics, such as being upregulated in one developmental stage when compared to another.

DAVID analysis was undertaken using Xl-PSIDs lists from Groups A and B, which included six of the seven differential expression patterns identified in this study. The seventh differential expression pattern of differentially expressed in all pairwise comparisons (Group C) was excluded due to an insufficient number of Xl-PSIDs. To focus on stage specific functionality, the up- and downregulated Xl-PSIDs were analyzed separately. The Xl-PSID to DAVID ID mapping rate ranged from 33% to 57%, with most near or above the 50% mapping rate (Table 9). One member from Group A and two members from Group B generated significant clusters: 1) Xl-PSIDs upregulated in *s56* in the *Juv-s56* comparison; 2) Xl-PSIDs downregulated in *s50* in the *s50*_*centric* category (DEX in *Juv-s50* ∩ *s56-s50*); and Xl-PSIDs downregulated in juvenile in the *juvenile_centric* group (DEX in *Juv-s50* ∩ *Juv-s56*). DAVID analysis of the Group A *Juv*-*s56* differential expression category produced a significant cluster from Xl-PSIDs upregulated in the *s56* stage. This cluster had an enrichment score of 1.6 (Benjamini adjusted p- value = 0.01) and it was associated with the term “*wnt signaling pathway*”. The *s50_centric* category from Group B produced a single significant cluster from Xl-PSIDs downregulated in *s50* (Benjamini adjusted p-value = 0.01) with an enrichment score of 1.8. The term associated with this cluster was “*calcium ion binding*”. Finally, the DAVID analysis generating both the greatest number of clusters and the clusters with the greatest significance were from Xl-PSIDs downregulated in juvenile in the Group B *juvenile_centric* differential expression category. 

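Genes of the cell cycle were detected in the *s50* inner ear, with 43 of 50 measured members of a fixed list at or above 4. The replication clamp gene *pcna* had 12.66 ± 0.32, the ribonucleotide reductase gene *rrm1* had 11.12 ± 0.77, and the replicative helicase genes *mcm2* and *mcm7* had 11.08 ± 1.09 and 10.96 ± 0.62. Members not detected included *mcm3* of the same helicase (1.96 ± 0.02), *birc5* (2.29 ± 0.12) and *ttk* (1.97 ± 0.01). The median of the list was 9.20, at percentile 23.0 of random lists, and it was 7.88 with the mean of a gene's Xl-PSIDs. The list went both ways on s50_1, where 15 of the 43 detected members were below their mean. The 4 detected replication genes given above had their lowest value there, such as *mcm2* with 9.86 against 11.46 and 11.93. The median difference was 0.35 on s50_1, above 9999 of 10000 matched random lists, and -0.15 on s50_2, below all of them. Without s50_1 the latter was -0.055 and no longer passed the adjusted threshold.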

The most enriched cluster had an enrichment score of 16.2 (Benjamini adjusted p-value = 2.02 ×10^−27^) and was composed of terms such as “cell cycle”, “cell division”, and “mitosis”. Other terms found in significant clusters included “microtubule motor activity”, “purine nucleoside binding”, “cyclin related”, and “oxygen transport”.

## Discussion

### Xl-PSIDs for genes encoding proteins with confirmed inner ear function were identified as differentially expressed

High-throughput technologies are powerful tools for transcriptomic analysis because they enable many genes to be profiled simultaneously, thereby facilitating the analysis of the relationships between genes with similar expression profiles. High-throughput technologies also provide a global perspective of gene expression in the system under investigation that can offer a rich context for focused studies of individual or smaller cadres of genes (Baldessari et al., 2005; McDermott et al. 2007; Darville and Sokolowski, 2013). The quality of the data is an essential component of experimental design that must be considered when generating and analyzing high-throughput data. Accordingly, we implemented a protocol to produce a microarray data set that was optimized to enhance reproducibility and minimize experimental variation generated by technical procedures. Evidence of this optimization can be seen in Fig. 1A, where the similarities in intensity distribution of the replicate data are apparent even prior to normalization.

Our microarray data analysis identified 1510 distinct DEX. The DEX included genes with established function in the inner ear, comprising genes associated with hearing loss and/or vestibular dysfunction such as transcription factors *sp7, and neurod1-b*. Neurod1 is expressed during otic vesicle specification and is known to be involved in both auditory and vestibular development (Liu et al., 2000; Alsina et al., 2009). Mutations in *neurod1* are linked to a clinical syndrome whose symptoms include sensorineural deafness (Rubio-Cabezas et al., 2010). In addition, genes were identified that are related to syndromic hearing loss such as structural proteins *col1a1* and *col1a2* (implicated in Osteogenesis imperfect [Marini et al., 2007]) and the transcription factor *tfap2a-b* (linked to Branchio-oculo-facial syndrome [Tekin et al., 2009]). 

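The collagen genes *col1a1* and *col1a2*, which encode the chains of type I collagen, had *s50* intensities of 12.19 ± 0.23 and 13.43 ± 0.20. The transcription factor gene *tfap2a*, which acts in neural crest and the ear placode, had 7.38 ± 0.67 with its brightest Xl-PSID.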

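Of the 9273 genes measured, 80.5% were detected in *s50*, and lists of genes known from the inner ear of other vertebrates lay on both sides of this share. All 5 hair cell genes with a symbol on this array were detected, including the motor protein gene *myo6* (12.65 ± 0.44), the stereociliary scaffold gene *ush1c* (11.56 ± 0.47) and *triobp* (11.59 ± 0.47). The other members of the 40 listed hair cell genes had no named Xl-PSID here. Of 18 genes of supporting cells, the tectorial membrane and otoconia, 12 (66.7%) were detected, led by *sparc* (14.64 ± 0.02), the gap junction gene *gjb2* (14.61 ± 0.17) and the Notch ligand gene *jag1* (13.42 ± 0.70). Of 20 transcription factors of otic patterning, 17 were detected with a median of 10.12 at percentile 72.9 of random lists (8.94 with the mean of a gene's Xl-PSIDs), among them *otx2* (13.38 ± 0.26) and *sox9* (13.05 ± 0.39), while *pax8* was not (1.95 ± 0.02). Of 16 genes of ion transport and endolymph, 12 (75%) were detected with a median of 7.21 at percentile 3.99, among them the sodium pump gene *atp1b2* (14.66 ± 0.05) and *ca2*, a carbonic anhydrase (12.54 ± 0.04). The hair cell genes were lower on s50_2, with a median difference of -0.46 over 5 genes, which did not stand apart after adjustment from lists not matched on level, nor without s50_1 (-0.33). These are levels in whole inner ears, so they name no cell.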

The detection of known inner ear genes in this data set enhanced confidence in the technique and demonstrated that transcripts detected in the inner ears of other vertebrates were also detected in the *Xenopus* inner ear.

### Pairwise comparisons uncovered Xl-PSIDs with seven differential expression patterns, including those for genes not previously associated with inner ear function

Pairwise comparisons between the three developmental stages produced seven differential expression patterns that were partitioned into Group A, B, or C contingent on whether an Xl-PSID was differentially expressed in one, two or three pairwise comparisons; respectively. Of these Xl-PSIDs, 64% corresponded to genes with an established functional annotation. Analysis of Group A Xl-PSIDs showed upregulation of gene expression in the *s50* and in the juvenile stages, and downregulation of expression in *s56*, with the greatest differences observed between s50 and juvenile stages (Fig. 4 A–C). Although the inner ears of the *s50* and juvenile animals are both functional, dramatic changes occur during this period such as an increase in the number of hair cells, axon projections, and in the size of the inner ear overall that are all likely contributors to the differences in gene expression observed (Díaz et al., 1995; López-Anaya et al., 1997; Serrano et al., 2001).

A concept implemented in this study is that of “*stage centricity*”, which designates sets of Xl-PSIDs in which the direction of expression in one stage (the centric stage) is in opposition to that of the other two stages. The comparisons that produced stage centric expression patterns were designated as Group B (Table 7, Fig. 3B). In Group B, the *s50_centric* Xl-PSIDs had the greatest proportion of upregulation with 55% upregulated in s50, indicating greater gene expression in the youngest stage when compared to both the s56 and the juvenile. The *juvenile_centric* expression category comprised 29% of the Group B Xl-PSIDs, twice as many as *s50_centric* and four times the number in *s56_centric*. This further supports the conclusion that a larger difference in gene expression is found between the juvenile and larval stages than between the two larval stages. In addition, there appears to be more downregulation of gene expression as the inner ear ages from larval to the juvenile stage.

The smallest cohort of Xl-PSIDs were found in Group C (Fig. 4 D–F, Table 8), which comprised the 22 Xl-PSIDs that were differentially expressed between all pairwise comparisons. Twelve of the Group C Xl-PSIDs did not have a gene annotation, making the most actively regulated Xl-PSIDs the least annotated category in this analysis. The dynamic nature of the genes that are changing expression throughout the developmental stages examined combined with the lack of annotation make these Xl-PSIDs of particular interest since their fluctuating expression levels may indicate a functional role in inner ear development and maturation that has yet to be characterized.

### Xenopus gene annotation limits interpretation of differential expression patterns

DAVID functional annotation clustering was undertaken on Xl-PSIDs from Groups A & B as summarized in Table 9. A total of seven significant clusters were discovered, five of which were found for Xl-PSIDs downregulated in juvenile in the *juvenile_centric* expression category. We noted that Xl-PSIDs downregulated in juvenile in the *juvenile_centric* set were both the most abundant (224 Xl-PSIDs), and had the greatest proportion of Xl-PSIDs that mapped to DAVID IDs (57%). A recurring theme encountered in this study was a lack of annotation for many of the differentially regulated genes. Three of the seven differential expression categories that produced significant clusters included terms previously associated with inner ear function or development, but the inability to map many of the Xl-PSIDs to DAVID IDs likely had a negative impact on the effectiveness of the functional analysis.

### Toward a Xenopus model for hearing and balance

The inner ear remains a relatively understudied organ. Data from this *Xenopus* transcriptome-wide study can be mined to identify new candidate genes for inner ear function and to explore unrecognized relationships between inner ear genes. The dataset presented here complements and extends genetic outcomes from inner ear research that has focused on induction and formation of the otic placode (Giraldez and Fritzsch, 2007; Alsina et al, 2009; Almasoudi and Schlosser, 2021).. The observation that approximately a third of the differentially expressed *Xenopus* inner ear genes have no annotation highlights the prevalence of knowledge gaps regarding genes that are involved in sensory organ development. These unannotated genes represent an exciting opportunity to fully characterize the genetics underlying inner ear development and to identify genes crucial for balance and audition. Additionally, when genetic characterizations are carried out in an amphibian like *Xenopus*, we have the future prospect of identifying genes involved in hair cell regeneration, a process that does not occur easily in the mammalian inner ear (Costa et al., 2015; Lee and Waldhaus, 2022). It is therefore anticipated that the data set presented here will become a resource that can be used to generate hypotheses regarding genes and mechanisms that underlie inner ear development and repair.

In summary, *Xenopus laevis* is an established model for vertebrate development and cellular biology, especially during embryogenesis (reviewed by Harland and Grainger, 2011; Gurdon, 2014), but its allotetraploid genome historically was not easily amenable to genetic manipulation. Previously this limitation was overcome using the related diploid species *X. tropicalis*, however; the introduction of methods such as transcription activator-like effector nuclease (TALEN) and CRISPR-Cas have made it possible to manipulate the *X. laevis* genome directly (Nakade et al., 2015; Naert et al, 2017; Horb et al. 2019). Moreover, the sequencing of genomes from both *X. tropicalis and X. laevis* (Hellsten et al., 2010; Exner and Willsey, 2020) has enhanced the value of *Xenopus* in the analysis of vertebrate organ development and gene function. These features, in conjunction with the current data set, afford advantages to *Xenopus* as a model organism for biomedical investigations of the development of the senses of hearing and balance.

## Materials and Methods

### Xenopus laevis

*Xenopus laevis* larvae and juvenile [*Juv*] animals were purchased from Nasco (Fort Atkinson, WI). The youngest larval age group represented in this study was comprised of animals staged 50 thru 52 (Avg. Wt. 0.15 g ± 0.03 g), designated as *s50*; the other larval age was comprised of animals staged 56 thru 58 (Avg. Wt. 0.54 g ± 0.1 g); designated as *s56*. The juvenile stage consisted entirely of post metamorphic animals (Avg. Wt. 9.43 g ± 0.3 g; 3–5 months of age). The New Mexico State University Institutional Animal Care and Use Committee (IACUC) approved all animal procedures. Staging of animals was based on anatomical landmarks determined by Nieuwkoop and Faber (Nieuwkoop and Faber, 1967).

### RNA Isolation and replicate sample preparation

*Xenopus* inner ears were dissected as previously described (Trujillo-Provencio et al, 2009). Dissected inner ear tissue was removed from RNAlater and homogenized with a Brinkman Polytron PT1200. Total RNA was extracted following manufacturer’s directions supplied with the RNeasy^®^ Mini Kit (Qiagen). Total RNA was purified using the DNA-*free* kit^™^ (Ambion).

A single replicate consisted of RNA extracted from the inner ears of multiple animals. Three replicates were produced for each stage, for a total of nine unique samples. The number of animals used for each replicate varied by stage due to differences in inner ear size and weight (*s50*: 15, 38, 24; *s56*: 10, 7, 8; juvenile: 5, 5, 6). RNA from each replicate was quantified and assessed for quality using the Agilent Technologies 2100 Bioanalyzer. All replicates used for microarray analysis scored a minimum RNA integrity number (RIN) value of 9.0.

### Sample amplification and microarray hybridization

*Xenopus* inner ear RNA was profiled using the *Affymetrix* GeneChip^®^ *Xenopus laevis* Genome 2.0 Array (*Affymetrix*) comprising more than 32,400 probe sets (Xl-PSIDs), representing over 29,900 *X. laevis* transcripts. Labeled antisense single-stranded cDNA was prepared from each RNA replicate using the Ovation^™^ RNA Amplification System V2 in conjunction with the FL-Ovation^™^ cDNA Biotin Module V2 (both from NuGEN), hybridized overnight and scanned using a GeneChip Scanner 3000 7G (*Affymetrix*). RNA and microarrays were processed at the MIT BioMicro Center.

### Preprocessing for microarray Analysis

The original (raw) data from *X. laevis* GeneChip^®^ CEL files acquired from three replicate arrays per developmental stage were preprocessed using the Gene Chip robust multichip averaging (GCRMA) method to produce a single log_2_ transformed measure of the intensity level (in arbitrary units [a.u.] of fluorescence) for every Xl-PSID on each replicate array. The JMP Genomics 5.0 analysis platform was used for both preprocessing and differential expression analysis. The preprocessed microarray data served as the starting point for all downstream analysis. Data can be accessed at the Gene Expression Omnibus under accession numbers GSE69546, GSE73828, GSE73829.

### Differential expression analysis and pairwise comparisons

Pairwise comparisons were made between all stages using Analysis of Variance (ANOVA) as implemented by the JMP Genomics 5.0 analysis platform. Candidate Xl-PSIDs for differential expression were detected by analyzing pairwise differences in the average fluorescence intensity of the replicate Xl-PSIDs for each stage. Analysis of pairwise comparisons was undertaken for three groups comprising seven differential expression categories: Group A) differential expression in one pairwise comparison (*s56*-*s50*; *Juv*-*s56*; *Juv*-*s50*); Group B) differential expression in two pairwise comparisons (*Juv-s50* ∩ *s56-s50*; *Juv-s56* ∩ *s56-s50*; *Juv-s56* ∩ *Juv-s50*); Group C) differential expression in three pairwise comparisons *s56-s50* ∩ *Juv-s56* ∩ *Juv-s50*). A fourth possible group, “*different in none*” was not examined because the objective of this study was to uncover differentially expressed genes.

Filters and fold change restrictions were applied to the preprocessed data to identify candidate genes for differential expression during development. A q-value (≤ 0.01) established criteria for a positive false discovery rate (pFDR). The minimum fold change value for pairwise comparison was set to ±1.5 to allow for the capture of subtle changes in expression and to filter out potentially insignificant changes. 

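Every Xl-PSID that Tables 1, 3, 5, 6, 7 and 8 list as higher in *s50* than in another stage met an average of 4 on the *s50* arrays. This follows from the paper's criterion for an upregulated Xl-PSID, which does not bind the *s50* level of Xl-PSIDs lower in *s50*. The lowest Xl-PSID on the higher side was *hla-dqa1*, a class II histocompatibility gene of Table 6, at 5.32 ± 0.41. Of the Xl-PSIDs listed as lower in *s50*, those of Table 1 included *strn3* at 3.44 ± 0.59 and *rhoa-a* at 3.07 ± 1.12, both under the criterion. Over the whole array, 21156 Xl-PSIDs (64.8%) met it as a mean of the *s50* arrays and 20004 met it on each array. On the other hand, 2056 lay below 4 on some arrays and at or above it on others.

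**Figure D3:**
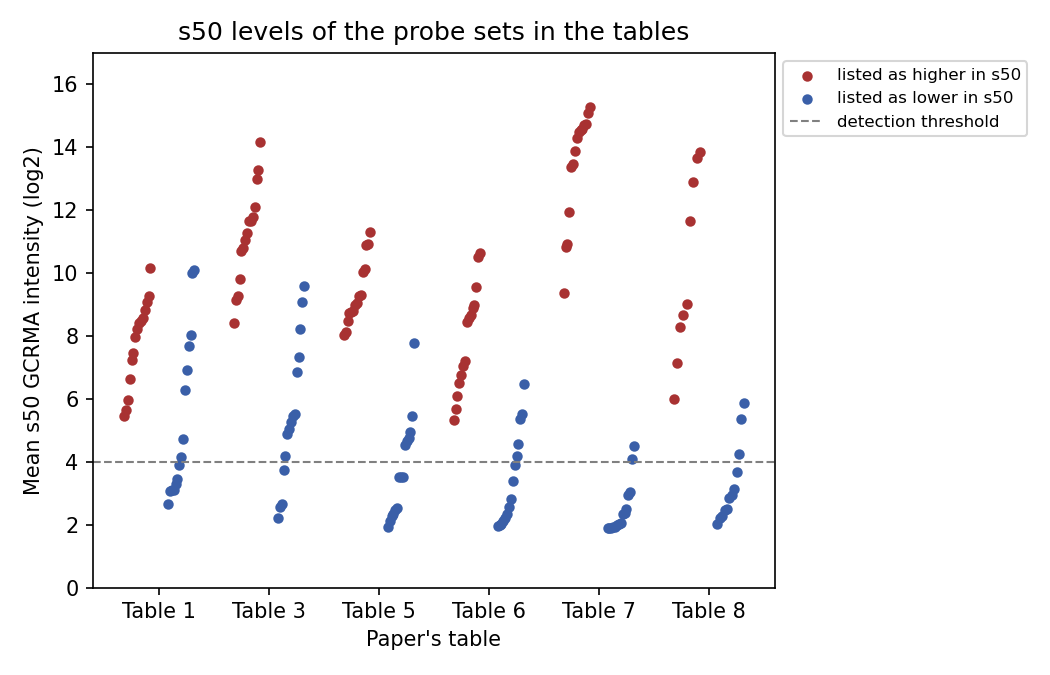
Mean *s50* intensity (log2, vertical axis) of the Xl-PSIDs of each table, with a point per Xl-PSID, red for those listed as higher in *s50* and blue for those listed as lower. The dashed line is the criterion of 4 that the paper sets for an upregulated Xl-PSID, so all red points lie above it.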

As per Powers et al. (2012), only Xl-PSIDs that met the additional minimum average normalized intensity criteria of fluorescence intensity ≥ 4 A.U. on the replicate arrays were designated “upregulated”.

The resulting data were exported as a tab-delimited text file for the application of significance filters. A negative fold change in a given pairwise comparison was used to identify downregulated Xl-PSIDs. Java software was developed to apply the filters against the JMP output file. Following application of the fold change and fluorescence intensity significance filters, the differentially expressed data were stored in a MySQL database table. The Java software developed for this project will be made available by the authors and deposited to the GitHub open source project repository (https://github.com/).

### Annotation of Xl-PSIDs

Xl-PSIDs were annotated using a two-stage approach. Data files were downloaded from the *Xenbase* website (www.xenbase.org; Bowes et al., 2010) and formatted for insertion into a local MySQL database to facilitate automated queries. Differentially expressed Xl-PSIDs were linked to *Xenbase* annotation by searching data originating from the *Xenbase* data file GenePageAffymetrix_laevis2.0.txt (file date stamped January 29, 2015) which associated *Affymetrix* Xl-PSIDs to *Xenopus* gene symbols. Xl-PSIDs that remained unannotated by Xenbase were subjected to a second round of annotation process. The representative public id from the *Affymetrix* annotation file, X_*laevis*_2.na33.annot.csv, was queried against the *Xenopus laevis* UniGene build 94 Xl.data file for retrieval of informative annotation. Gene descriptions were obtained by linking *Xenbase* XB-Gene ID to data obtained from the files GenePageEnsemblModelMapping.txt or XenbaseGeneHumanOrthologMapping.txt (both files date stamped January 29, 2015), genes for which descriptive information was unavailable from these two files were subjected to a manual search on the NCBI Gene website at the following URL: http://www.ncbi.nlm.nih.gov/gene/. Xl-PSIDs still unannotated after the annotation approach described above were assigned “NA” as gene symbol. In addition, gene symbols derived from the Mammalian Gene Collection (http://mgc.nci.nih.gov) and those with a generic locus assignment were designated as unannotated unless associated with a specific gene description. Gene annotations were used to impart a functional connotation to the differentially expressed Xl-PSIDs identified in the pairwise comparisons. When associating Xl-PSIDs to gene symbols, the convention employed by *Xenbase* was adopted.

### Global analysis of pairwise comparison data

The Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation clustering analysis was used to analyze the Xl-PSID lists generated for each pairwise comparison. The Xl-PSID lists were uploaded to the DAVID website and the Affymetrix chip version was selected for DAVID. The data lists were functionally annotated by selecting the analysis method “*Functional Annotation Clustering*” and the cluster analysis categories “SP_PIR_KEYWORDS” and “GO_TERM_MF_FAT” (to select the most specific GO terms). Upregulated and downregulated Xl-PSIDs were analyzed separately for each pairwise comparison using a clustering stringency of “Medium”. Clusters (and associated terms) with Benjamini adjusted p-values ≤ 0.05 were considered significant. Only clusters and terms meeting this criterion were reported as “enriched”.

## Figures and Tables

**Fig. 1.**
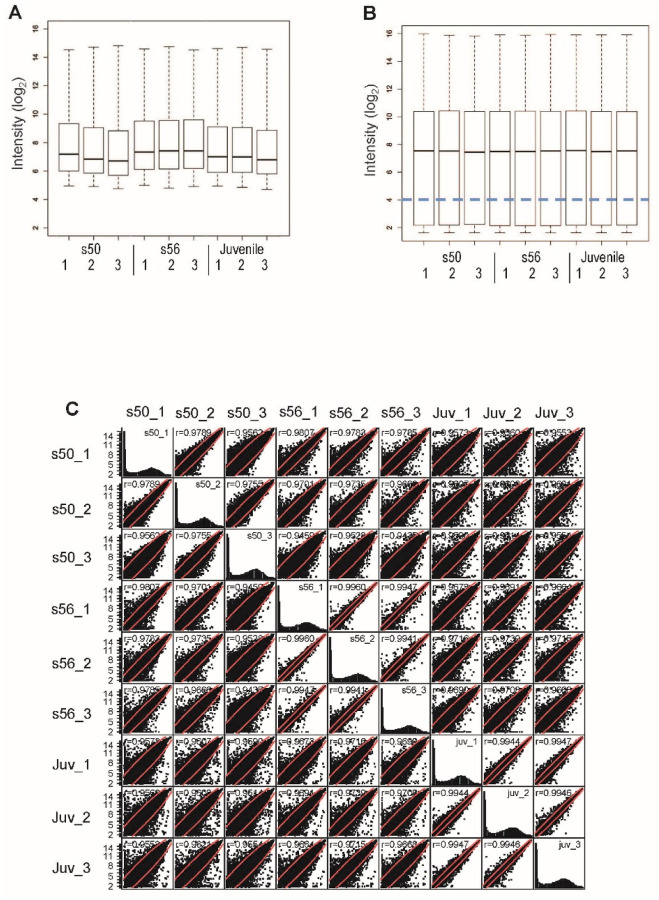
Comparison of microarray data distributions for samples of different ages. **(A, B, C)** Box plots of Affymetrix Genome 2.0 array data before **(A)** and after preprocessing with GCRMA **(B)**. (**C**) Scatterplots of the Xl- PSID intensity values from the three pairwise comparisons show greatest similarity between replicate comparisons of the same animal age. Fluorescence intensity values are in arbitrary units of fluorescence (a.u.).

**Fig. 2.**
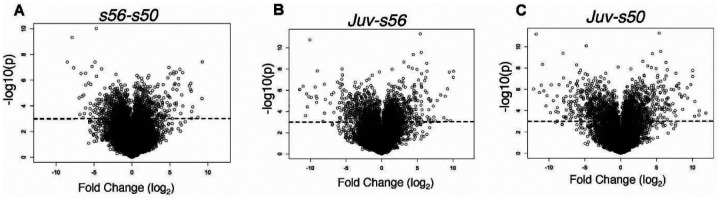
Results of pairwise comparisons between the ages. **(A,B,C)** Volcano plots of stage pairwise comparisons: s56-s50 **(A)**, Juv-s56 **(B)**, and Juv-s50 **(C)**. The Juv-s50 plot displays the greatest variation in the magnitudes of the log_2_ fold change in the differential analysis. Dotted line represents -log10(p) = 3.12; data points above this line are statistically significant at q ≤ 0.01

**Fig 3.**
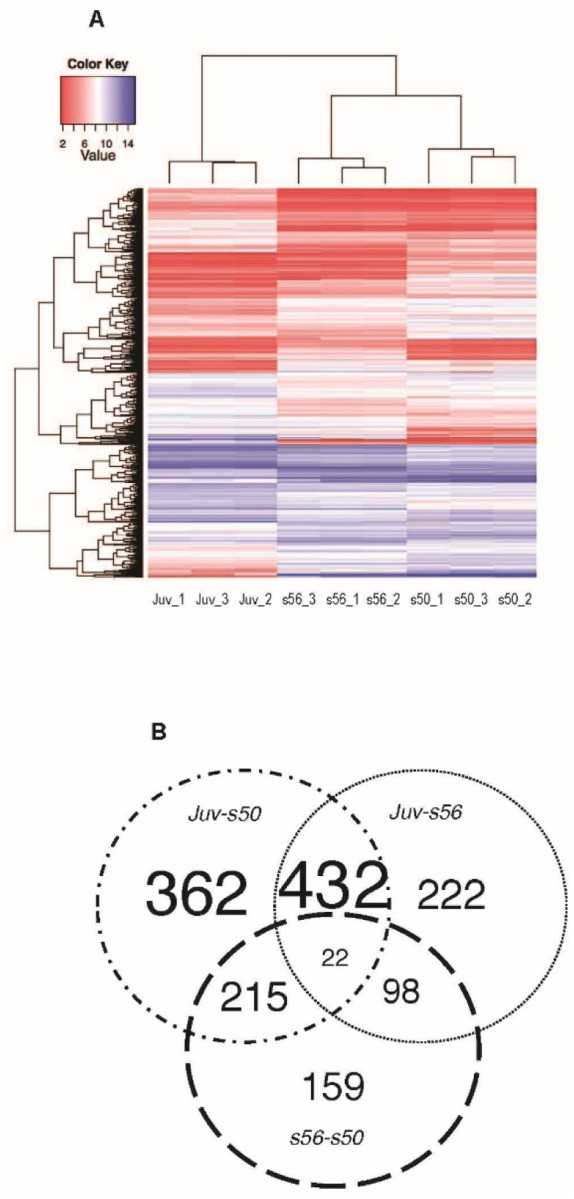
Heatmap and Venn Diagram of the 1510 differentially expressed Xl-PSIDs. **(A)** The heatmap shows the results of hierarchical clustering of all developmental stage replicates. Clear differences are visible between the developmental stages and the replicates from the two larval stages are clustered together. **(B)** Venn diagram depicting the distribution of Xl-PSIDs differentially expressed in one, two, or all three stage pairwise comparisons, with the greatest contribution to the total arising from Xl-PSIDs differentially expressed in the both the *Juv-s50* and *Juv-s56* comparisons. The threshold for differential expression was set at q-value ≤ 0.01 and minimum fold change difference of 1.5 a.u.

**Fig. 4.**
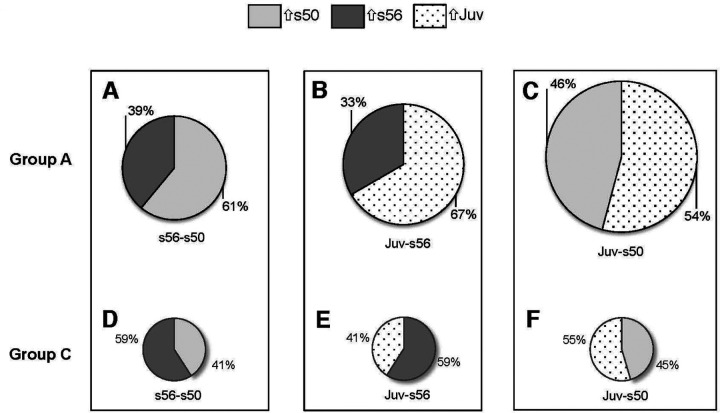
The smallest differential expression cohort was comprised of the 22 Xl-PSIDs differentially expressed in all three pairwise comparisons. **(A-C)** Microarray analysis uncovered 743 Xl-PSIDs that met the criteria for differential expression in only one pairwise comparison. In comparisons featuring the juvenile stage, the majority of Xl-PSIDs were upregulated in this stage as opposed to either of the larval stages. **(D-F)** The Xl-PSIDs differentially expressed in all comparisons had greater upregulation in s56 when compared to both the larval s50 and juvenile stages, in contrast to the pattern observed in Xl-PSIDs differentially expressed in only a single comparison. Circle size adjusted to reflect number of genes.

**Table 1.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in the s56-s50 comparison (Group A)

Xl-PSID	Gene Symbol	Description	Log_2_ FC
Xl.56686.1.S1 at	NA	NA	6.4
Xl.23515.1.S1 at	cldn1	claudin 1	4.9
Xl.14360.1.A1 at	slc25a13	solute carrier family 25 (aspartate/glutamate carrier), member 13	4.5
Xl.56897.1.S1 at	klf9-b	Kruppel-like factor 9	4.4
Xl.2909.3.A1 at	NA	NA	4.3
Xl.9580.2.S1 at	hhip	hedgehog interacting protein	4.1
Xl.356.1.S1 at	fap	fibroblast activation protein,alpha	3.8
Xl.5095.2.S1 s at	hla-a	major histocompatibility complex, class I, A	3.6
Xl.15201.3.S1 at	ism2	isthmin 2	3.5
Xl.6125.1.S2 at	rhoa-a	ras homolog family member A	3.5
Xl.56134.1.S1 at	NA	NA	3.2
Xl.14402.1.S1 at	NA	NA	3.0
Xl.52248.1.S1 at	hyou1	hypoxia up-regulated 1	2.9
Xl.21139.1.S1 at	bhmt	betaine-homocysteine S-methyltransferase	2.8
Xl.3964.1.S1 at	strn3	striatin, calmodulin binding protein 3	2.6
Xl.17649.1.S1 at	dio1	deiodinase, iodothyronine, type 1	−2.8
Xl.48061.1.S1 at	cdc40	cell division cycle 40	−2.8
Xl.48359.1.S1 at	ss18l1	synovial sarcoma translocation gene on chromosome 18-like 1	−2.9
Xl.55050.1.A1 at	rundc3a	RUN domain containing 3A	−2.9
Xl.48304.1.A1 at	bmpr1b	bone morphogenetic protein receptor, type 1B	−3.0
Xl.4890.1.S1 at	ccdc78	coiled-coil domain containing 78	−3.0
Xl.48615.1.S1 x at	NA	NA	−3.1
Xl.10090.1.S1 at	gon4l	gon-4-like	−3.3
Xl.10656.1.S1 at	pstpip2	proline-serine-threonine phosphatase interacting protein 2	−3.5
Xl.15383.1.A1 at	slc2a9-a	solute carrier family 2 (facilitated glucose transporter), member 9	−3.7
Xl.17751.1.A1 at	NA	NA	−4.0
Xl.9543.1.A1 at	NA	NA	−4.0
Xl.24784.1.S1 at	tmod4	tropomodulin 4 (muscle)	−4.3
Xl.19177.1.S1 at	LOC398308	lectin type 2	−4.6
Xl.34612.1.S1 at	atp6v1g3	ATPase, H+ transporting, lysosomal 13kDa, V1 subunitG3	−4.6

**Table 2.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in the Juv-s56 comparison (Group A).

Xl-PSID	Gene Symbol	Description	Log_2_ FC
Xl.503.2.S1 at	calp1	calpastatin-like	9.6
Xl.630.3.A1 a at	cae-a	preprocaerulein	7.0
Xl.48479.1.S1 at	c11orf65	Chromosome 11 open reading frame 65	6.7
Xl.630.2.S1 s at	xt6l-a	XT-6 like precursor	6.6
Xl.33507.1.S1 a at	NA	NA	6.6
Xl.9135.1.A1 at	NA	NA	6.4
Xl.941.1.S1 at	NA	NA	5.7
Xl.5860.2.S1 at	ckm	creatine kinase, muscle	5.4
Xl.23640.1.S1 at	gng7-a	guanine nucleotide binding protein (G protein), gamma 7	5.3
Xl.25551.2.S1 a at	NA	NA	4.9
Xl.51302.2.A1 at	NA	NA	4.9
Xl.194.1.S1 at	ptgds-b	prostaglandin D_2_ synthase 21kDa (brain)	4.8
Xl.37580.1.S1 at	mis18a	MIS18 kinetochore protein A	4.6
Xl.45948.2.S1 at	rpl36	ribosomal protein L_3_6	4.2
Xl.48441.1.S1 at	hspb6	heat shock protein, alpha-crystallin-related, B6	4.2
Xl.52756.3.S1 at	NA	NA	−3.6
Xl.48824.1.S1 at	fam101b	family with sequence similarity 101, member B	−3.7
Xl.20526.1.S1 at	NA	NA	−3.7
Xl.4366.1.A1 at	mki67	marker of proliferation Ki-67	−4.0
Xl.1103.1.S1 at	LOC397864	cytokeratin type I	−4.1
Xl.2824.1.S1 at	NA	NA	−4.4
Xl.56215.1.S1 at	NA	NA	−4.5
Xl.5979.1.S1 at	NA	NA	−4.7
Xl.54905.1.S1 at	NA	NA	−4.8
Xl.26182.1.A1 at	NA	NA	−5.0
Xl.53068.2.A1 at	NA	NA	−5.0
Xl.21638.1.A1 at	dio2	deiodinase, iodothyronine, type 2	−5.8
Xl.17389.1.S1 at	olfm4	olfactomedin 4	−5.9
Xl.30381.1.A1 at	med22	mediator complex subunit 22	−8.0
Xl.5095.3.S1 a at	hla-a	major histocompatibility complex, class I, A	−10.7

**Table 3.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in the Juv-s50 comparison (Group A).

Xl-PSID	Gene Symbol	Description	Log_2_ FC
Xl.1136.1.S1 at	hbg2-a	Hemoglobin, gamma G	11.9
Xl.51992.1.S1 at	hbg1	hemoglobin, gamma A	10.3
Xl.9591.1.A1 at	NA	NA	7.4
Xl.2370.1.S1 at	cyp2c18	cytochrome P450, family 2, subfamily C, polypeptide 18	6.1
Xl.24516.2.S1 at	apoe	apolipoprotein E	6.1
Xl.46874.1.S1 at	NA	NA	6.1
Xl.643.1.S1 at	mgp	matrix Gla protein	5.8
Xl.17440.1.S1 at	krt5.4	keratin 5, gene 4	5.6
Xl.47567.1.S1 at	NA	NA	5.2
Xl.18717.1.S1 at	NA	NA	4.7
Xl.11923.1.S1 at	csrp1	cysteine and glycine-rich protein 1	4.6
Xl.47114.1.S1 at	c7	complement component 7	4.4
Xl.1435.1.A1 s at	c7	complement component 7	4.3
Xl.49593.1.S1 at	NA	NA	4.1
Xl.2477.1.S1 at	slc16a3-a	solute carrier family 16 (monocarboxylate transporter), member 3	4.0
Xl.57056.1.S1 a at	NA	NA	−6.3
Xl.1464.2.S1 x at	myh1	myosin, heavy chain 1, skeletal muscle, adult	−6.6
Xl.26304.1.S1 at	neurod1-b	neuronal differentiation 1	−6.6
Xl.17551.1.A1 at	NA	NA	−6.8
Xl.24906.1.S1 at	pdlim7-b	PDZ and LIM domain 7 (enigma)	−6.9
Xl.55416.1.A1 x at	actc1	actin, alpha, cardiac muscle 1	−7.0
Xl.56854.1.A1 at	NA	NA	−7.0
Xl.9029.1.A1 at	psca	prostate stem cell antigen	−7.1
Xl.1464.1.S1 at	myh8	myosin, heavy chain 8, skeletal muscle, perinatal	−7.6
Xl.1464.1.S2 at	myh1	myosin, heavy chain 1, skeletal muscle, adult	−7.6
Xl.1464.1.S2 x at	myh1	myosin, heavy chain 1, skeletal muscle, adult	−7.8
Xl.6142.1.S1 at	mybph	myosin binding protein H	−8.0
Xl.28832.2.S1 at	MGC53823	Actin, alpha cardiac muscle 2-like	−8.7
Xl.25215.1.S1 x at	ocm.2	oncomodulin	−9.1
Xl.48817.1.S1 at	pvalb.2	parvalbumin, gene 2	−9.8

**Table 4.** Xl-PSIDs differentially expressed in two pairwise comparisons (Group B) presents a stage centric view.

	s56-s50 ∩ Juv-s50		s56-s50 ∩ Juv-s56		Juv-s56 ∩ Juv-s50	
	Up s50	Down s50	Up s56	Down s56	Up Juv	Down Juv
Xl-PSID Counts	119	96	48	50	208	224

**Table 5.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in Juv-s50 ∩ s56-s50 (Group B).

Xl-PSID	Gene Symbol	Description	Juv-s56 Log_2_ FC	s56-s50 Log_2_ FC
Xl.24510.1.S1 at	dspp	dentin sialophosphoprotein	−8.9	−6.3
Xl.56635.2.S1 at	krt5.6	keratin 5, gene 6	−8.1	−7.9
Xl.24813.1.S1 at	krt14	keratin 14, type I	−8.0	−7.7
Xl.9655.1.S1 at	neb	nebulin	−7.3	−5.1
Xl.51757.1.S1 at	umod.2	uromodulin (uromucoid, Tamm-Horsfall glycoprotein), gene 2	−7.1	−6.1
Xl.57075.1.S1 at	NA	NA	−7.0	−6.7
Xl.24625.1.S1 at	NA	NA	−7.0	−7.0
Xl.56635.1.S1 at	krt5.3	keratin 5, gene 3	−6.9	−3.7
Xl.14726.1.S1 at	NA	NA	−6.8	−6.6
Xl.11387.1.A1 at	hbz	hemoglobin, zeta	−6.4	−6.4
Xl.1321.2.S1 a at	NA	NA	−6.3	−4.1
Xl.25098.1.A1 at	NA	NA	−6.1	−6.1
Xl.28735.1.S1 at	tmem45b	Transmembrane protein 45B	−6.1	−6.1
Xl.31452.1.S1 at	myh1	myosin, heavy chain 1, skeletal muscle, adult	−6.0	−5.5
Xl.11074.1.S1 at	tnni1.2	troponin I type 1 (skeletal, slow), gene 2	−5.9	−5.7
Xl.24517.1.A1 at	NA	NA	6.0	6.7
Xl.8551.1.S1 at	darmin	Darmin	6.2	4.2
Xl.9119.1.A1 at	NA	NA	6.2	6.6
Xl.9871.1.S1 at	thbs4	thrombospondin 4	6.6	5.9
Xl.48312.1.S1 at	slc13a5	solute carrier family 13 (sodium-dependent citrate transporter), member 5	6.6	5.7
Xl.9501.1.S1 at	nnmt	Nicotinamide N- methyltransferase	6.6	5.6
Xl.6687.1.S1 at	NA	NA	6.8	4.6
Xl.2009.2.S1 at	NA	NA	6.9	6.7
Xl.46955.1.S1 at	xpnpep2	X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound	7.0	5.4
Xl.46749.1.A1 at	NA	NA	7.3	5.8
Xl.17583.1.S1 at	krt5.2	keratin 5, type II	7.7	7.9
Xl.17372.1.S1 at	lgalsia-a	galectin-Ia	8.1	5.9
Xl.19979.1.S1 at	bglap	Bone gamma-Carboxyglutamate (gla) protein	8.5	7.8
Xl.54855.1.S1 at	NA	NA	8.7	8.0
Xl.25162.1.A1 s at	NA	NA	10.3	9.2

**Table 6.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in Juv-s56 ∩ s56-s50 (Group B).

Xl-PSID	Gene Symbol	Description	Juv-s56 Log_2_ FC	s56-s50 Log_2_ FC
Xl.56532.1.S1 at	NA	NA	−6.2	6.3
Xl.4801.1.S1 at	folr4	Folate receptor 4 (delta) homolog (mouse)	−5.8	5.9
Xl.8933.1.A1 at	sp7	Sp7 transcription factor	−5.6	7.8
Xl.17563.1.A1 x at	NA	NA	−5.6	5.5
Xl.24484.1.A1 at	NA	NA	−5.5	5.6
Xl.54837.1.S1 at	smpd3	Sphingomyelin phosphodiesterase 3, neutral membrane(neutral sphingomyelinase II)	−5.1	3.9
Xl.43319.1.S1 at	NA	NA	−5.0	4.9
Xl.26062.1.S1 at	krt5.6	keratin 5, gene 6	−4.7	4.7
Xl.24137.1.A1 at	NA	NA	−4.7	4.0
Xl.1928.1.A1 at	NA	NA	−4.6	4.3
Xl.55457.1.S1 at	pi15	peptidase inhibitor 15	−4.5	3.8
Xl.52344.2.S1 s at	serpinh1	serpin peptidase inhibitor, clade H (heat shock protein47), member 1, (collagen binding protein 1)	−4.4	4.6
Xl.56226.1.S1 at	NA	NA	−4.3	4.0
Xl.838.1.S1 at	dlx3-b	distal-less homeobox 3	−4.1	3.2
Xl.12285.1.S1 at	NA	NA	−4.0	4.1
Xl.34628.1.A1 at	acaa2	acetyl-CoA acyltransferase 2	2.7	−2.2
Xl.24287.1.A1 x at	rhov	ras homolog family member V	2.7	−3.5
Xl.49447.1.S1 at	clip3	CAP-GLY domain containing linker protein 3	2.8	−1.6
Xl.52118.1.S1 at	fam83a	family with sequence similarity 83, member A	2.8	−2.5
Xl.51477.1.S1 at	NA	NA	3.0	−2.6
Xl.1893.1.S1 at	hla-dqa1	major histocompatibility complex, class II, DQ alpha 1	3.1	−2.3
Xl.2366.1.S1 at	pof1b	premature ovarian failure, 1B	3.3	−2.6
Xl.10965.1.A1 at	NA	NA	3.6	−4.1
Xl.28469.1.A1 at	umad1	UBAP1-MVB12-associated (UMA) domain containing 1	3.8	−2.8
Xl.10626.1.A1 at	NA	NA	3.8	−2.8
Xl.48800.1.S1 at	fntb	farnesyltransferase, CAAX box, beta	3.9	−5.5
Xl.32224.1.S1 at	calcoco1-b	calcium binding and coiled-coil domain 1	4.9	−3.4
Xl.19817.1.A1 at	NA	NA	6.6	−6.9
Xl.1996.1.A1 at	NA	NA	6.9	−4.8
Xl.55124.1.S1 at	NA	NA	9.5	^−8^.5

**Table 7.** Table of the top 15 up/downregulated Xl-PSIDs differentially expressed in Juv-s50 ∩ Juv-s56 (Group B).

Xl-PSID	Gene Symbol	Description	Juv-s50 Log_2_ FC	Juv-s56 Log_2_ FC
Xl.4816.1.S1 at	hba1	hemoglobin, alpha 1	11.0	8.7
Xl.17415.1.S1 at	hba1	hemoglobin, alpha 1	10.9	9.1
Xl.56128.1.S1 at	NA	NA	10.0	10.0
Xl.56717.1.S1 at	NA	NA	10.0	10.1
Xl.48636.1.S1 at	fmo3	flavin containing monooxygenase 3	9.3	7.2
Xl.53514.1.S1 at	slc25a5	solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 5	9.3	9.2
Xl.24685.1.S1 at	NA	NA	8.9	8.9
Xl.9177.1.S1 at	NA	NA	8.5	7.8
Xl.6174.1.A1 at	rdd2	NA	8.3	8.3
Xl.21584.1.S1 at	adh4	alcohol dehydrogenase class IV	7.8	6.3
Xl.55367.1.A1 at	figf	c-fos induced growth factor (vascular endothelial growth factor D)	7.6	5.6
Xl.54279.1.S1 at	aoc3	amine oxidase, copper containing 3	6.9	4.9
Xl.47003.1.S1 at	mogat2.1	monoacylglycerol O-acyltransferase 2, gene 1	6.6	6.6
Xl.4790.1.A1 x at	NA	NA	6.6	6.6
Xl.9494.1.A1 at	pigr	polymeric immunoglobulin receptor	6.5	6.3
Xl.56666.1.S1 at	rhcg	Rh family, C glycoprotein	−7.4	−8.0
Xl.25492.4.S1 s at	ocm.2	oncomodulin	−7.6	−5.9
Xl.1115.1.S1 at	actc1	actin, alpha, cardiac muscle 1	−7.9	−5.2
Xl.1125.1.S1 x at	hba3	NA	−8.0	−7.9
Xl.54920.1.A1 x at	gstp1	glutathione S-transferase pi 1	−8.0	−10.5
Xl.7017.1.S1 at	krt12	keratin 12, type I	−8.6	−6.7
Xl.54920.1.A1 at	gstp1	glutathione S-transferase pi 1	−8.9	−11.5
Xl.1126.1.S1 x at	hba4	alpha-T4 globin, Putative ortholog of hemoglobin alpha chain [Source:Uniprot/SWISSPROT;Acc:P01922], 2 of 3	−9.4	−9.1
Xl.1127.1.S1 at	hba2	hemoglobin, alpha 2	−9.7	−9.3
Xl.24530.2.A1 at	hbg2-b	Hemoglobin, gamma G	−10.3	−10.2
Xl.24530.1.S1 a at	hbg2-b	hemoglobin, gamma G	−10.4	−10.4
Xl.23992.1.S1 at	pla2g2e	phospholipase A2, group IIE	−10.7	−9.2
Xl.24530.2.S1 a at	hbg2-b	hemoglobin, gamma G	−11.1	−11.0
Xl.9653.1.S1 at	MGC53003	parvalbumin beta-like	−11.3	−9.9
Xl.56832.1.A1 at	NA	NA	−12.1	−9.1

**Table 8.** Table of the 22 Xl-PSIDs differentially expressed in Juv-s50 ∩ Juv-s56 ∩ s56-s50 (Group C).

Xl-PSID	Gene Symbol	Description	Juv-s50 Log_2_ FC	Juv-s56 Log_2_ FC	s56-s50 Log_2_ FC
Xl.57038.1.S1 at	ly6g6c	lymphocyte antigen 6 complex, similar to G6C	9.8	4.8	5.0
Xl.45569.2.S1 at	dpp4	dipeptidyl-peptidase 4	8.1	5.5	2.7
Xl.10081.1.A1 at	NA	NA	7.8	3.9	3.9
Xl.2904.1.S1 at	NA	NA	7.7	5.5	2.2
Xl.35284.1.S1 at	NA	NA	7.4	3.9	3.5
Xl.54254.1.S1 at	cd302	CD302 molecule	6.4	3.2	3.2
Xl.12311.1.A1 at	NA	NA	5.9	2.3	3.6
Xl.52.1.S1 at	crhr1.2	corticotropin releasing hormone receptor 1, gene 2	5.2	3.1	2.2
Xl.42259.1.S1 at	NA	NA	4.7	−4.6	9.3
Xl.55547.1.A1 at	klf5	Kruppel-like factor 5 (intestinal)	3.9	−2.2	6.1
Xl.30096.1.A1 at	NA	NA	3.5	1.8	1.7
Xl.26286.1.A1 at	NA	NA	1.9	−1.5	3.4
Xl.28932.1.A1 at	NA	NA	−3.5	−5.6	2.1
Xl.4033.1.S1 at	aurkb-b	aurora kinase B	−3.6	−1.7	−1.9
Xl.29732.1.S1 at	NA	NA	−4.7	−2.2	−2.5
Xl.15081.1.A1 at	NA	NA	−4.7	−3.1	−1.5
Xl.26004.1.S1 at	NA	NA	−4.8	−2.4	−2.4
Xl.20138.1.A1 at	NA	NA	−5.2	−2.7	−2.5
Xl.47670.1.S1 at	prkg2	protein kinase, cGMP-dependent, type II	−6.7	−3.4	−3.3
Xl.56635.2.S1 a at	krt5.6	keratin 5, gene 6	−7.6	−3.8	−3.9
Xl.18637.1.S2 at	krt12	keratin 12, type I	−10.9	−9	−1.9
Xl.49005.1.S1 at	hbe1	hemoglobin, epsilon 1	−11.8	−10.1	−1.7

**Table 9.** Table summarizing the results of DAVID functional annotation.

	Group A						Group B					
	s56-s50		Juv-s56		Juv-s50		Juv-s50∩s56-s50		Juv-s56∩s56-s50		Juv-s50∩Juv-s56	
	Up s56	Up s50	Up Juv	Up s56	Up Juv	Up s50	Up s50	Down s50	Up s56	Down s56	Up Juv	Down Juv
#Xl-PSIDs	62	97	148	74	196	166	119	96	48	50	208	224
#Mapped David IDs	30	44	72	33	99	81	51	49	16	21	99	128
% Mapped	48%	45%	49%	45%	51%	49%	43%	51%	33%	42%	48%	57%
Significant Clusters	0	0	0	1	0	0	0	1	0	0	0	5

How the deposited data were processed for this re-analysis (not part of the article)

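RNA from inner ears of *X. laevis* larvae of stages 50 to 52 was measured on 3 Affymetrix X. laevis Genome 2.0 arrays, with an array for each pool of 15, 38 and 24 animals. The authors processed the scans with GCRMA in JMP Genomics and deposited log2 intensities for 32635 Xl-PSIDs. These values were used as deposited, without a further normalization. Whether GCRMA covered the 3 arrays or those of every stage is not given in the sources used here. The raw scans and the arrays of *s56* and juvenile animals were not analysed here, so no comparison between stages was made. Precision rests on 3 arrays in a single condition, and with that number no test for an outlying array was applied and no paired analysis was possible.

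Symbols came from the platform's annotation and were updated through the gene identifier, which matched 15394 of them and renamed 2. The L and S homeologs were joined for counts of genes, and the brightest Xl-PSID stood for a gene. This gave 9273 genes, of which 7467 (80.5%) were detected. The paper's tables write the prefix of an Xl-PSID otherwise than the deposited data, and every value given for an Xl-PSID of the tables rests on a join on the rest of the ID. These Xl-PSIDs keep the paper's symbols. Some have none in the annotation, such as *dspp*, *krt14*, *neb* and *klf9-b*, and some have another, for example *bin1* for *rhoa-a*, *cast* for *calp1* and *hba-l5* for *hbz*. Members of the globin, keratin, myosin and parvalbumin families may share probes. No coordinates are given.

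An Xl-PSID counted as detected at a mean of at least 4. The spread between replicates was described by the SD, by the number of detected Xl-PSIDs with a range of at least 1.5, and by the number on an array at least 1.5 above or below the mean of the other arrays. Pearson's r was computed over all Xl-PSIDs. The lists were named hair cell, supporting cell with tectorial membrane and otoconia, otic patterning transcription factor, ion transport and endolymph, neuron, Schwann cell and myelin, central nervous system, skeletal muscle, cartilage, bone and dentin, erythroid, epidermis and skin gland, cell cycle, thyroid hormone response, melanocyte, leukocyte and immune, endothelium, and ubiquitous. They held 446 symbols, and 298 measured genes matched these. A numbered tandem copy of a listed symbol counted as a gene of its own, so 298 is not a number of listed symbols. The median level of a list was placed among 10000 random lists of the same size. Some lists, such as bone and dentin, hold genes that the paper's tables list from these same arrays. Their percentiles are not independent of those calls. For the spread of a list, the median difference of its detected members from their own means was placed on each array among 10000 random lists matched on level in 20 bins, and the tail shares were adjusted over all lists and arrays by the method of Benjamini and Hochberg. These shares are across genes, which are not independent, and are given as percentiles.

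The genes named are those that the results and discussion name for a comparison with *s50* or for detection in the inner ear, any annotated Xl-PSID of Tables 1, 3, 5, 6, 7 and 8, the 10 brightest and the 10 most variable detected Xl-PSIDs with a single gene name, and for each list its 4 brightest members and those not detected. Values in the paper's tables had been seen when this rule was written. Genes named in the closing section for Table 2 or for signal on a single array, and *zap70*, *dio2* and *mmp13*, were chosen after their values were seen. The first fold column of Table 5 is headed *Juv-s56*, while its title and the text give *Juv-s50*, and it was read as *Juv-s50*.

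Alternatives were detection thresholds of 3 and 5, at least 4 on every array, the median of the arrays, quantile normalization, Spearman's rho, linear intensities, a plain 1.5-fold, the mean of a gene's Xl-PSIDs, lists without Xl-PSIDs that can match several transcripts, all members of a list, random lists not matched on level, values without control probe sets, percentiles 1 and 99.9 in place of the lowest and highest value, and leaving out each replicate. The muscle list without genes that the paper lists as higher in *s50*, the lists without each replicate in the test of spread, other ways of counting the further Xl-PSIDs of a gene, Tables 1 and 3 beside Table 7 in the test of Table 2, and other genes at the level of the muscle genes in the test of array scale were added after seeing the data. Intervals are 95% percentile intervals from 10000 bootstrap draws, and permutation tests used 100000 draws. The methods were tested on simulated data with the means of the *s50* arrays. Noise was independent and had the same SD for every Xl-PSID, the median SD of the detected ones. On the real arrays the spread fell with level and genes are not independent, so the rates below need not hold there. The lowered Xl-PSIDs and the genes of the simulated lists were drawn from those with a mean of at least 6. Recovery at means of 4 to 6 was therefore not tested. Of Xl-PSIDs lowered by 1, 2 or 4 on an array, 17.9%, 82.1% and 100% were recovered, and 0.529% of 20966 unmoved Xl-PSIDs were called. A list moved by -0.8 gave a median difference of -0.45. Of 57 differences of unmoved lists, counted for each list and array, 0 passed the adjusted threshold of 0.05. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.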

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

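The tests of array scale, muscle carry-over and larval age, and all ways but the first of counting further Xl-PSIDs of a gene, were chosen after the result was seen.

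Several lists of genes that the paper does not discuss gave signal above the *B. subtilis* controls in *s50*. Cartilage genes had a median of 13.83 at percentile 100 of random lists, led by the collagen gene *col9a3* (14.90 ± 0.03) and the chondromodulin gene *cnmd* (14.85 ± 0.09). Hair cell genes had a median of 11.56 at percentile 92.1, and supporting cell, tectorial and otoconial genes had 8.52 at percentile 15.2. Schwann cell genes had a median of 10.81 at percentile 82.7, with *pmp22* (14.39 ± 0.09) and *mbp* (14.27 ± 0.04) of myelin. Melanocyte genes had 10.93 at percentile 86.2, with the pigment enzyme gene *tyrp1* at 13.24 ± 0.25. Endothelial genes had 8.29 at percentile 19.2, with *egfl7* at 12.54 ± 0.28. Genes of the central nervous system had 5.20 at percentile 3.26 (3.84 with the mean of a gene's Xl-PSIDs), and the 4 detected of 8 were *aldoc* (13.84 ± 0.01), *slc1a3*, *slc17a7* and *syn1*. Each of these lists holds genes that other tissues express too, and no other tissue was measured for comparison.

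On s50_3, 1947 detected Xl-PSIDs were at least 1.5 below the mean of the other arrays, and pool, RNA input and array divide the samples alike. For RNA shorter at the 5' end, the 3' minus 5' difference on s50_3 against the mean of the others was 0.014 for GAPDH, below the bound set for excluding this, and -1.06 for the elongation factor control, and the paper states a minimum RNA integrity number for its replicates, but the other arrays differed by 0.87 and 1.94 and the 5' set of actin was not detected, so with a margin added to the rule afterwards the question stays open. For a different mix of tissues, further Xl-PSIDs of the same genes had a median difference of -0.97 (-1.19 to -0.77) in the first count, at or below the bound of -0.75 set for this explanation. Over 8 ways of counting, medians ran from -0.97 to -0.62, with 4 at or below -0.75. The whole interval lay there for 1, and 0 lay above the opposite bound of -0.4. The 4 at or below -0.75 were those that took in Xl-PSIDs of the same cluster, which may share sequence. With Xl-PSIDs of another cluster only, medians ran from -0.74 to -0.62. The count also cannot single out a mix of tissues. Any cause that lowers whole transcripts, the lower RNA input among them, could lower further Xl-PSIDs too. A mix of tissues thus stays open. A further 4 ways (-0.60 to -0.14) leave out Xl-PSIDs for being low and decide nothing. For loss of rare transcripts through the lower RNA input, the median of these Xl-PSIDs on the other arrays was 9.38 (9.26 to 9.52). That was below 9.68 for all detected Xl-PSIDs, as the written bound asked. However, the Xl-PSIDs low on s50_1 and those low on s50_2 had still lower medians on their own other arrays (7.77 and 6.96). Those low on s50_3 were thus the least dim. This condition was seen only afterwards and leaves the question open.

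On s50_1, the detected skeletal muscle genes were lower than on the other arrays. For another scale of the whole array, random lists of other genes at the level of the muscle genes were drawn. They had a median difference of -0.055 on s50_1 (95% of lists from -0.24 to 0.11), while that of the muscle genes was -0.74 (-1.01 to -0.54). In the deposited values, genes of the same level thus did not share the shift. Preprocessing had already brought the arrays to nearly the same distribution, which puts such lists near 0. The comparison therefore cannot decide on the scale of the scan itself. Less muscle carried over with these inner ears would put most muscle genes below their mean, and 100% of them were, but that restates the pattern and decides nothing. A difference in larval age stays open as well, since the age range given is the same for every pool. The mean body length was 2.99 cm for this pool against 3.07 and 3.19 cm for s50_2 and s50_3. The mean weight was 0.15 g against 0.14 and 0.16 g in the same order. The SD of length in this pool, 0.28 cm, is a spread between animals and not the error of the pool's mean. Less carried-over muscle and larval age cannot be told apart with an array for each pool.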

How the results depend on the processing

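The muscle list without genes the paper lists as higher in *s50*, and the lists without each replicate in the test of spread, were chosen after the result was seen. Of 701 settings of the results above the level of single genes, 637 counted as unchanged and 64 did not. Levels and coefficients were judged by their spread over arrays or pairs, and numbers by a ratio of at most 1.5. List differences were judged by their side of the threshold, and by direction where they passed. For single genes 565 of 565 counted as unchanged, which decides nothing. With 3 arrays, the median or a mean without a replicate cannot lie an SD from the mean, and the values were already normalized. The cause was not tested unless stated. Over detected Xl-PSIDs alone, r was 0.933 (s50_1 and s50_2), 0.852 (s50_1 and s50_3) and 0.918 (s50_2 and s50_3). With a plain 1.5-fold, by construction a lower bound, 14902 Xl-PSIDs had such a range, and the numbers apart from the other arrays were 4920 higher and 5184 lower on s50_1, 2987 and 2883 on s50_2, and 5613 and 5058 on s50_3. With at least 4 on every array, 273 were higher on s50_2. Leaving out a replicate gave 2071 (without s50_3) to 4553 (without s50_2) with a range of at least 1.5, by construction fewer from a pair of arrays. With the mean of a gene's Xl-PSIDs, which includes dimmer ones by construction, medians were 7.99 for supporting cell, 8.94 for otic patterning, 9.40 for neuron, 10.42 for Schwann cell, 3.84 for central nervous system, 13.68 for cartilage, 8.13 for erythroid, 7.88 for cell cycle, 6.48 for thyroid hormone, 7.73 for endothelium and 13.40 for ubiquitous genes. Without Xl-PSIDs that can match several transcripts, they were 9.93 for otic patterning, 13.75 for cartilage, 4.18 for bone and dentin, 10.24 for erythroid and 14.23 for ubiquitous genes. Leaving out a replicate gave 13.72 to 14.02 for cartilage, 8.90 to 9.51 for cell cycle, 10.50 to 10.99 for erythroid, 11.30 to 11.63 for hair cell and 10.12 to 10.43 for otic patterning genes. Against random lists not matched on level, the unchanged differences no longer passed for hair cell (-0.46) and central nervous system (-0.48) on s50_2, neuron on s50_1 (0.26) and s50_3 (-0.37), and muscle on s50_3 (0.41). Without Xl-PSIDs that can match several transcripts, supporting cell genes passed on s50_3 (-0.43) and neuron genes did not on s50_1 (0.25). Without genes the paper lists as higher in *s50*, which left 16 of 22, muscle genes did not pass on s50_3 (0.36) and passed on s50_1 (-0.72) and s50_2 (0.44). Leaving out a replicate gave, on s50_2, -0.26 to -0.055 for cell cycle, -0.40 to -0.25 for central nervous system, -0.35 to -0.33 for hair cell, -0.21 to 0.20 for neuron and -0.070 to 0.57 for muscle genes, the last reversed without s50_1. On s50_3 it gave -0.22 to 0.055 for cell cycle, -0.42 to -0.20 for neuron and 0.070 to 0.57 for muscle genes, and on s50_1 0.083 to 0.40 for central nervous system and -0.052 to 0.35 for hair cell genes. Without s50_1, hair cell, central nervous system and cell cycle genes on s50_2 and neuron and muscle genes on s50_3 no longer passed, and with 2 arrays the difference on one mirrors that on the other, so what follows is a single result for each pair. Without s50_3, central nervous system genes on s50_1 and neuron genes on s50_2 passed, and hair cell genes lay at the border of the threshold, passing on s50_1 and not on s50_2. Without s50_2, cell cycle genes on s50_3 passed. Of Xl-PSIDs listed as lower in *s50*, a threshold of 3 gave 14 detected in Table 1 and 5 in Table 8, a threshold of 5 gave 2 in Table 5, 3 in Table 6 and 0 in Table 7, and leaving out a replicate gave 0 (without s50_3) to 2 in Table 7. No paired analysis was possible because a single condition was held. Signal over background limits values below 4, where *B. subtilis* controls averaged 1.92 and an absent and a rare transcript look alike.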

Differences from the paper's values

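The test of the columns of Table 5 was chosen after the values of that table were seen. None of the paper's values that could be computed here differed from the values found. The numbers of animals in the pools were the same, and the coefficients between *s50* arrays match those printed in Fig. 1C. Among the alternatives set before the data were examined, quantile normalization and leaving out control probe sets kept all 3 coefficients at the printed values. Spearman's rho was 0.9547 for s50_1 and s50_3 (printed 0.96) and 0.9744 for s50_2 and s50_3 (printed 0.98). Linear intensities gave 0.945 and 0.969 for these pairs, and detected Xl-PSIDs alone left the printed value for every pair. The bound used here was the SD of the 3 coefficients. By this bound, linear intensities differed only for s50_1 and s50_3, Spearman's rho for no pair and detected Xl-PSIDs alone for every pair. Fold changes between stages could not be computed. The paper's fold changes against *s50* were set against the room that the *s50* level leaves between the lowest (1.62) and the highest (16.00) value of the arrays. All 112 for *Juv-s50* and all 112 for *s56-s50* lay within it, which is a weak test. In Table 5 the first fold column is headed *Juv-s56*, while the table's title and the text give *Juv-s50*. Read as *Juv-s56* and added to the second column, 26 of 30 Xl-PSIDs would lie beyond the range of the arrays, and read as *Juv-s50* none does.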

Other observations

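The tests of Table 2 against Tables 1, 3 and 7, with the comparison at equal level, and the smallest number of genes asked of the test of single-array signal were chosen after the result was seen.

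Partners of thyroid hormone signalling were present in the *s50* inner ear, and its target genes were in part detected. The receptor partner *rxrb* had 12.82 ± 0.08, the amino acid and thyroid hormone transporter gene *slc7a5* had 12.70 ± 0.27, and the corepressor gene *ncor1* had 11.47 ± 0.21. The induced genes *thibz* (1.98 ± 0.03) and *mmp11* (1.98 ± 0.02) and the hormone-inactivating enzyme gene *dio3* (3.70 ± 0.39) were not detected, while the activating enzyme gene *dio2* (8.01 ± 1.68) and the protease genes *fap* (6.91 ± 1.16) and *mmp13* (6.04 ± 1.93) were; *dio2* and *mmp13* were chosen after their values were seen. Of 18 measured genes of the list, 11 were detected, with a median of 7.46 at percentile 4.16 of random lists (6.48 with the mean of a gene's Xl-PSIDs).

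Immune genes of antigen presentation and complement were detected, and several of T cells were not. The invariant chain gene *cd74* had 11.11 ± 0.26, and the complement genes *c1qb* and *c1qc* had 11.10 ± 0.35 and 9.50 ± 0.24. The T cell genes *cd8a* (1.89 ± 0.01), *lck* (1.94 ± 0.02) and *cd3g* (3.61 ± 0.25), and *ptprc* of all leukocytes (2.03 ± 0.04), were not detected, but the T cell kinase gene *zap70*, chosen after its value was seen, was (5.34 ± 0.29). Of 13 measured leukocyte genes, 9 were detected with a median of 6.02 at percentile 2.39 of random lists. Genes of the central nervous system had a median difference of -0.48 on s50_2 over 4 genes, and of -0.25 without s50_1, which no longer passed the adjusted threshold.

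Table 2 holds Xl-PSIDs listed for *Juv-s56* alone, and 25 of its 30 were detected in *s50* with a median of 6.60. Among them, *calp1* had 7.96, 2.01 and 2.03 on s50_1, s50_2 and s50_3. A candidate explanation for their absence from comparisons with *s50* is spread between the *s50* replicates. Their median SD was 1.22, against 0.18 for the 30 of Table 7, a difference of 1.04 (permutation test, 2-sided, p = 1e-05, the smallest that 100000 permutations can give). Since Xl-PSIDs of Table 7 lie near the floor or the ceiling, each of Table 2 was also set against all Xl-PSIDs within 0.5 of its level. The median SDs of these 30 groups had a median of 0.72. An SD above the median of its own group was seen for 27 of 30 (exact binomial test, p = 8.4e-06). Tables 1 and 3 hold Xl-PSIDs called in a comparison with *s50*, with median SDs of 0.78 and 1.05; Table 2 exceeded them by 0.44 (permutation test, 2-sided, p = 0.00043) and 0.16 (permutation test, 2-sided, p = 0.33). The paper's calls that filled these tables used the same *s50* arrays. Spread and membership of a table are thus not independent, and the p-values decide nothing. A spread like that of Table 3 did not prevent a call at the folds listed there, and the explanation stays open. The *s56* and juvenile spread was not analysed here.

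Some Xl-PSIDs were at least 7 on a single array and below 3 on the others, 13 on s50_1, 5 on s50_2 and 1 on s50_3, and 10 of these 19 had a gene name, among them *btbd17*, *pak3*, *gng13*, *camk2a* and *aqp1* on s50_1. The reverse, below 3 on a single array and at least 7 on the others, was seen for 3 on s50_1, 0 on s50_2 and 15 on s50_3. A transcript present in a single pool could give such a signal. Further Xl-PSIDs of the same genes differed by a median of -0.024, under the bound of 1.5 set against this, but the value rests on 6 Xl-PSIDs of 4 genes, and those of *ube2q2* differed by 1.73 and 2.14. With so few genes, and several of these Xl-PSIDs at the floor, the question stays open.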
